# LY75 Ablation Mediates Mesenchymal-Epithelial Transition (MET) in Epithelial Ovarian Cancer (EOC) Cells Associated with DNA Methylation Alterations and Suppression of the Wnt/β-Catenin Pathway

**DOI:** 10.3390/ijms21051848

**Published:** 2020-03-07

**Authors:** Sadia Mehdi, Magdalena Bachvarova, Marie-Pier Scott-Boyer, Arnaud Droit, Dimcho Bachvarov

**Keywords:** epithelial ovarian cancer, epithelial–mesenchymal transition, reduced representation bisulfite sequencing, DNA methylation, LY75, Wnt/β-catenin

## Abstract

Growing evidence demonstrates that epithelial–mesenchymal transition (EMT) plays an important role in epithelial ovarian cancer (EOC) progression and spreading; however, its molecular mechanisms remain poorly defined. We have previously shown that the antigen receptor LY75 can modulate EOC cell phenotype and metastatic potential, as LY75 depletion directed mesenchymal–epithelial transition (MET) in EOC cell lines with mesenchymal phenotype. We used the LY75-mediated modulation of EMT as a model to investigate for DNA methylation changes during EMT in EOC cells, by applying the reduced representation bisulfite sequencing (RRBS) methodology. Numerous genes have displayed EMT-related DNA methylation patterns alterations in their promoter/exon regions. Ten selected genes, whose DNA methylation alterations were further confirmed by alternative methods, were further identified, some of which could represent new EOC biomarkers/therapeutic targets. Moreover, our methylation data were strongly indicative for the predominant implication of the Wnt/β-catenin pathway in the EMT-induced DNA methylation variations in EOC cells. Consecutive experiments, including alterations in the Wnt/β-catenin pathway activity in EOC cells with a specific inhibitor and the identification of LY75-interacting partners by a proteomic approach, were strongly indicative for the direct implication of the LY75 receptor in modulating the Wnt/β-catenin signaling in EOC cells.

## 1. Introduction

Epithelial ovarian cancer (EOC) accounts for 5% of all cancers in women and is the leading cause of death from gynecologic malignancies [1,2]. Despite treatment improvements, long-term survival rates for patients with advanced disease remain disappointing [3]. EOC lethality primarily stems from the inability to detect the disease at an early, organ-confined stage, and the lack of effective therapies for advanced-stage disease (e.g., metastasis) [4]. Indeed, despite advances in cytotoxic therapies [5,6], only 30% of patients with advanced-stage EOC survive 5 years after initial diagnosis [4]. One way to resolve this problem is to target metastasis-specific pathways with novel therapies. Hence, focused identification of novel prometastatic EOC pathways and molecules could improve the chances of discovering new and more effective EOC therapies [4].

Metastasis is a complex multistep process in the progression of cancer, causing approximately 90% of all human cancer mortalities [7]. To colonize a distant secondary site, cancer cells undergo epithelial–mesenchymal transition (EMT) characterized by the suppression of epithelial markers E-cadherin and EpCAM and acquisition of migratory capacity, pivotal for invasion and metastasis. Although EMT is clearly important to tumor progression, it is inconsistent with the observation that metastatic lesions mostly exhibit epithelial phenotypes, thus suggesting that mesenchymal–epithelial transition (MET) is critical to the latter stages of metastasis [7]. EMT has emerged as a key regulator of various biological processes implicated in embryogenesis, organ fibrosis, and cancer metastasis [8], including EOC dissemination [9,10,11]; however, the molecular mechanisms sustaining this process in EOC remain poorly defined. Both EMT and MET involve widespread reprogramming of gene expression and as recently shown, epigenetic mechanisms, that include post-translational histone modifications, noncoding RNAs (ncRNA), and DNA methylation could play important roles in these processes [12,13,14].

We have previously shown that the antigen receptor LY75 (also known as DEC205/CD205) can modulate EOC cell phenotype and metastatic potential [7]. Indeed, LY75 depletion directed MET in EOC cell lines with mesenchymal-like phenotype (SKOV3 and TOV112), associated with the induction of the expression of the epithelial markers E-cadherin, EpCAM, and EMP1 and loss of expression of the mesenchymal markers N-cadherin, TWIST1, FN1, and SNAIL1 [7]. Moreover, re-expression of a shRNA-resistant LY75 gene variant in the LY75 knockdown SKOV3 clones (SKOV3-shR) completely restored the initial mesenchymal phenotype and re-established the SKOV3 parental pattern of mesenchymal markers’ expression [7].

In the present study, we used the LY75-mediated modulation of EMT in EOC cells as a model to investigate DNA methylation changes during EMT in EOC cells. We applied the reduced representation bisulfite sequencing (RRBS) approach, a bisulfite-based cost-effective protocol that enriches CpG-dense regions of the genome, thus reducing the amount of sequencing required, while capturing the majority of promoters and other relevant genomic regions [15]. This approach led to the identification of numerous genes showing altered DNA methylation patterns following LY75-mediated EMT alterations in SKOV3 cells. Some of these genes could be implicated in EOC progression and/or could represent new EOC therapeutic targets. Consecutive Ingenuity Pathway Analysis (IPA) of the methylation data was strongly indicative for the predominant implication of the Wnt/β-catenin signaling pathway in the EMT-induced DNA methylation variations in EOC cells mediated by the LY75 expression changes. Consecutive experiments, including alterations in the Wnt/β-catenin signaling activity in EOC cells with the use of a specific inhibitor, and the identification of LY75-interacting partners by a proteomic approach, were strongly indicative for the direct role of LY75 in modulating the Wnt/β-catenin pathway activity in EOC cells.

## 2. Results

### 2.1. Reduced Representation Bisulfite Sequencing (RRBS) Analysis of Altered DNA Methylation Patterns during LY75-Mediated EMT in SKOV3 Cells; Identification of Novel Genes Displaying EMT-Associated DNA Methylation Variations

We applied the RRBS technology in order to identify specific genomic regions that undergo DNA methylation alterations during LY75-mediated EMT in EOC cells. Thus, we analyzed the DNA methylation patterns in previously generated SKOV3 cell clones with mesenchymal (M) phenotype (sh-control-SKOV3, SKOV3-shR), as compared to SKOV3 cell clones displaying epithelial (E) phenotype (sh-LY75-SKOV3, LY75-KO-SKOV3), as described before [7]; see also Table 1A for details. 

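SKOV3 is an established human ovarian cancer cell line with a mesenchymal-like phenotype. The RRBS data comprised 4 libraries, 1 per clone, so no clone had a replicate. The clones with M phenotype were shC-S, which carried a control shRNA, and LY75-R-S (also named LY75-shR-S and SKOV3-shR), in which a shRNA-resistant LY75 cDNA was expressed in the LY75 knockdown cells. The clones with E phenotype were sh-LY75-S, in which LY75 was suppressed by shRNA, and LY75-KO-S, in which it was inactivated by CRISPR. In RRBS, genomic DNA is cut with MspI, short fragments are treated with bisulfite, which converts unmethylated cytosines, and the share of reads that keep a cytosine at a CpG gives its percent methylation. The authors aligned reads of 50 bp with Bismark and compared the libraries with methylKit in tiles of 1000 bp on hg19. For each of the 3 comparisons they deposited a table of tiles with the difference in percent methylation in percentage points, a p-value and a q-value (the adjusted p-value). The tables list the tiles past the thresholds alone and carry no methylation level per library and no read number, so the depth behind each difference is unknown and no replicate error can be given. The p- and q-values compare libraries, not conditions. Each listed tile was taken as 1 DMR. Here a DMR was assigned to a gene when its tile overlapped an exon or lay within 2 kb of a TSS. Genes and exons were taken from GENCODE release 44 on GRCh37, the build also named hg19, for the 26693 genes whose symbol has a RefSeq transcript. This gene set was chosen after the tables had been seen, and the authors used the UCSC RefSeq tracks. A positive difference was read as hypermethylation in SKOV3-E cells. For shC-S vs. sh-LY75-S this order was settled with the genes that the paper states as hyper- or hypomethylated in SKOV3-E cells. Over the 4250 tiles listed in all of the authors' deposited tables, a least-squares fit without intercept gave the mix difference as 0.534 times the difference of shC-S vs. sh-LY75-S plus 0.435 times that of LY75-R-S vs. LY75-KO-S, so both single comparisons had the sign of the mix. Over the 737 of these tiles whose single comparisons had opposite signs, the coefficients were 0.722 and 0.649. The direction given for LY75-R-S vs. LY75-KO-S therefore rests on the composition of the mix in Table 1B: a mix grouped the other way round for these clones would give the same fit. The names under which the comparisons were deposited put LY75-KO-S before LY75-R-S, but shC-S before sh-LY75-S. They call the mix Sh vs. Ly75, which does not state the grouping of Table 1B. Read by the order of names, as in shC-S vs. sh-LY75-S, all signs of LY75-R-S vs. LY75-KO-S would be reversed.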

Three different experimental comparison (SKOV3-M vs. SKOV3-E) combinations were used for RRBS analysis, as shown in Table 1B.

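The authors' deposited table of shC-S vs. sh-LY75-S held 51243 DMRs, that of LY75-R-S vs. LY75-KO-S 28282 and that of the mix 20986. In the authors' deposited table of shC-S vs. sh-LY75-S, 33139 DMRs (64.7%; 95% Wilson interval 64.3 to 65.1%) were hypermethylated and 18104 hypomethylated in SKOV3-E cells. The hypermethylated share was 54.7% (54.1 to 55.3%) in the authors' deposited table of LY75-R-S vs. LY75-KO-S and 65.0% (64.3 to 65.6%) in that of the mix. These intervals cover counting error alone, since neighbouring tiles are not independent and no clone was replicated. The median absolute difference in the authors' deposited tables was 50.0 points for shC-S vs. sh-LY75-S, 41.9 points for LY75-R-S vs. LY75-KO-S and 36.9 points for the mix. A complete difference of 100 points was listed for 6697 DMRs (13.1%), 2651 DMRs (9.37%) and 102 DMRs (0.486%) of the authors' deposited tables, in the same order. At 70 points or more, the alternative that moved the counts most, the authors' deposited tables held 14810, 4698 and 1013 DMRs. In shC-S vs. sh-LY75-S, 14973 DMRs of the authors' deposited table (29.2%) lay in an exon or within 2 kb of a TSS and fell in 9840 genes. In LY75-R-S vs. LY75-KO-S, 7005 DMRs of the authors' deposited table (24.8%) fell in 6004 genes, and in the mix 6182 (29.5%) fell in 5235 genes. With promoters alone, the DMRs of the authors' deposited tables fell in 7616, 3579 and 3800 genes, in the same order.

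**Figure D1:**
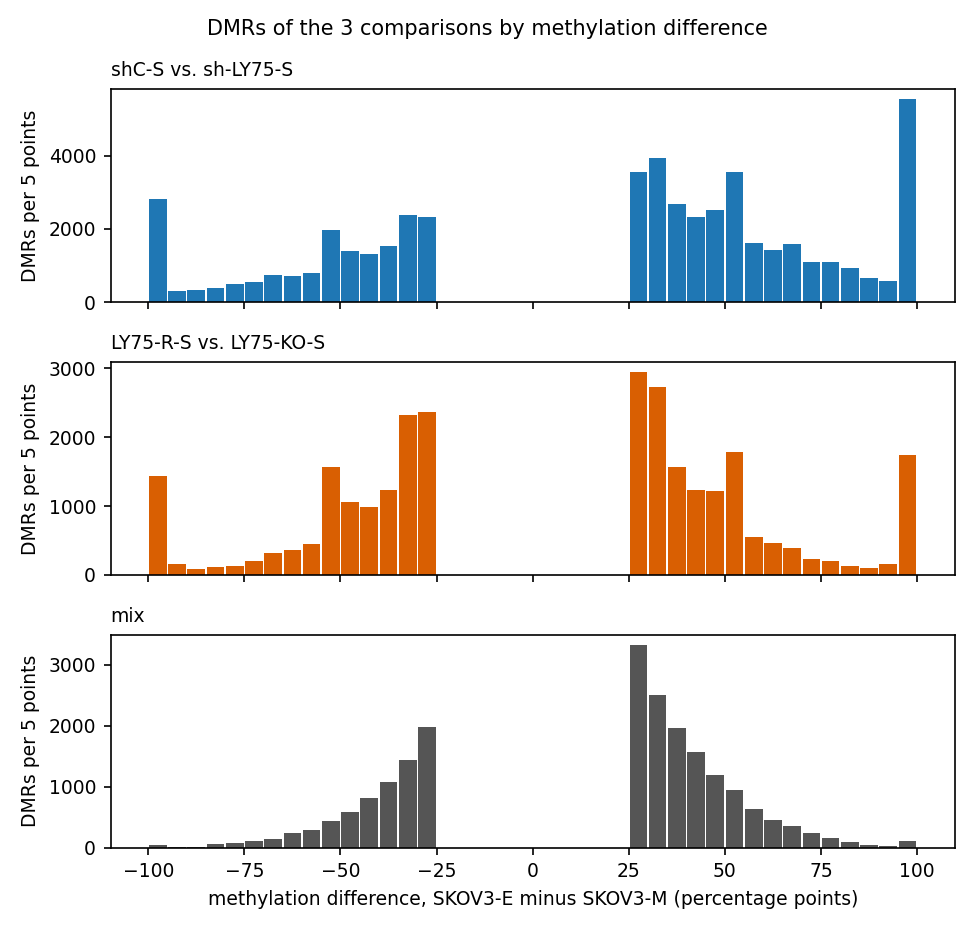
Number of DMRs in the authors' deposited tables (vertical axis, bins of 5 points) by methylation difference in percentage points (horizontal axis), for each of the 3 comparisons; each bar counts 1000 bp tiles, and positive values are hypermethylated in SKOV3-E cells, for LY75-R-S vs. LY75-KO-S and the mix as far as the composition of the mix in Table 1B holds. The gap below 25 points is the authors' threshold, and the single comparisons have a peak at 100 points that is small in the mix.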

Further analysis of the sequencing data based on differentially methylated regions (DMRs) covering genes’ exons and promoter regions led to the identification of ~10,000 genes displaying DMRs for each of the three experimental combinations used (see Table 1B and Supplementary Table S1A–C). As shown in Figure 1A, consecutive Venn diagram analysis of the DMRs data from the three experimental combinations revealed 6666 genes, displaying common altered DMRs in their exons/promoter regions, following LY75-mediated EMT alterations in SKOV3 cells (see Supplementary Table S1D). 

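Of the DMRs in the authors' deposited tables, 8345 were listed in both single comparisons, which is 16.3% of those of shC-S vs. sh-LY75-S and 29.5% of those of LY75-R-S vs. LY75-KO-S. The identical tile was listed in all of the authors' deposited tables for 4250 DMRs, and 3510 of them (82.6%) had the same direction in each. The mix is made of the same 4 libraries, so its overlap with the single comparisons is not independent. Of its DMRs in the authors' deposited table, 17051 were shared with shC-S vs. sh-LY75-S, 98.5% of them in the same direction, and 6910 with LY75-R-S vs. LY75-KO-S, 91.8% of them in the same direction. The single comparisons share no library, but LY75-R-S was derived from sh-LY75-S, so their clones are related. The permutation test used here takes no account of this lineage. Its p-values concern tiles of these unreplicated clones and not the conditions. Over the 8345 DMRs in both of their authors' deposited tables, 4387 (52.6%) changed in the same direction and 3958 in opposite directions, where exchange of the signs between 1 Mb blocks gave 51.5% on average (two-sided permutation test, 10000 permutations, p = 0.0327). With the opposite order of subtraction in one of the authors' deposited tables, the same-direction share would be 47.4%. Over 50 points in both of the authors' deposited tables, 54.1% of 1339 DMRs had the same direction (p = 0.0328, same permutation test), and at 70 points or more 51.8% of 436 DMRs (p = 1). From the DMRs of the authors' deposited tables, 2377 genes had a DMR in an exon or near a TSS in all comparisons. In 1704 of these genes (71.7%), the authors' deposited tables had DMRs of the same direction in all comparisons, in 1045 (44.0%) the identical tile was listed in all, and in 860 (36.2%) the identical tile had the same direction in all. For the 1704 genes, any DMR of a shared sign in each comparison was enough. Genes with DMRs of both signs can pass this rule, and no number expected without a common direction was computed. With the single comparisons alone, the authors' deposited tables gave 3903 common genes, the alternative that moved this number most upward. From the overlap of the gene lists in Figure 1A, the paper takes the common genes as those altered by LY75-mediated EMT.

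**Figure D2:**
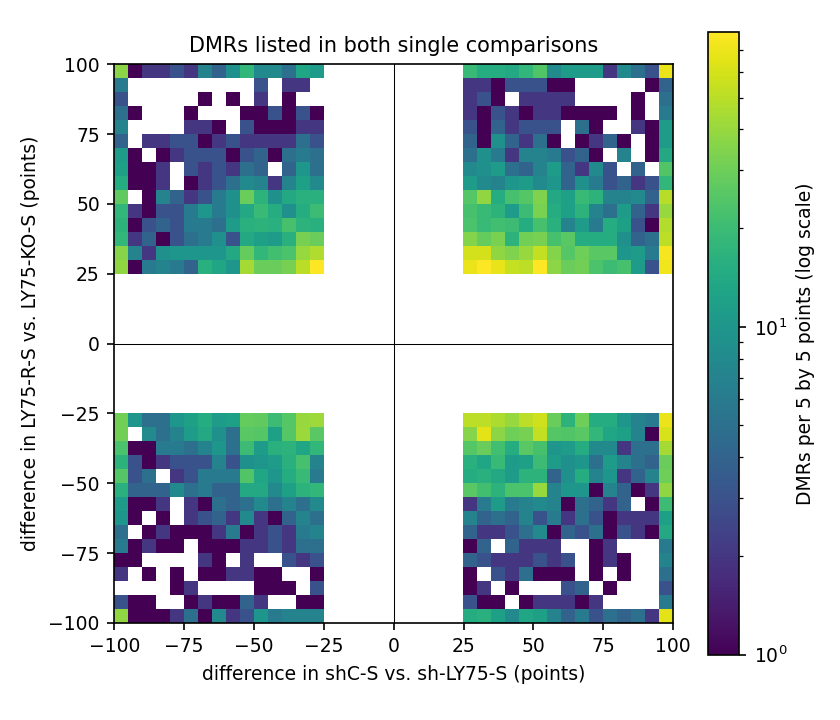
DMRs listed in both of the authors' deposited tables of the single comparisons, by their methylation difference in percentage points in shC-S vs. sh-LY75-S (horizontal axis) and in LY75-R-S vs. LY75-KO-S (vertical axis); the colour gives the number of 1000 bp tiles on a log scale, and the direction on the vertical axis rests on the composition of the mix in Table 1B. All 4 corners are filled, with 2950 DMRs hypermethylated in SKOV3-E cells in both, 1437 hypomethylated in both, 2271 hypermethylated in the first alone and 1687 in the second alone.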

Based on the 6666 gene list, we performed consecutive selections based on increasing-stringency criteria in order to retain highly hyper- or hypomethylated genes with potential role in EMT-mediated EOC dissemination (Figure 1B). Thus, we initially selected genes exhibiting more than 50% methylation in their exons/promoter regions (4171 genes), then we focused on genes displaying predominant methylation alterations in a region comprising 2 kb upstream and downstream from the transcription start site (TSS; 971 genes). 

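A difference over 50 points in each of the authors' deposited tables was required here, counted over the DMRs in exons or within 2 kb of a TSS. This left 271 of the common genes, and 122 of them had such a DMR within 2 kb of a TSS in each of the authors' deposited tables. The level of differences over 50 points depended most on how many tables had to reach it. With the difference reached in any 1 of the authors' deposited tables, a rule chosen after the data had been seen, 2023 and 1461 genes were left at these levels. With the single comparisons alone, 831 and 362 genes were left from the authors' deposited tables.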

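With a difference of 70 points or more within 2 kb of a TSS in each of the authors' deposited tables, 24 genes were left. From the authors' deposited tables, 22 genes reached this level with the same direction in all comparisons, and 17 with the identical tile in all. The mix is made of the same libraries, so requiring 70 points or more in it favours genes whose single comparisons have the same sign. The 22 genes are therefore no evidence of a common direction. Between the single comparisons, 51.8% of 436 DMRs at 70 points or more had the same direction. With the single comparisons alone, the authors' deposited tables left 120 genes. CpG islands were not used in these counts.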

Using the Integrative Genomic Viewer (IGV) software, we further selected genes with high degree (≥70%) of CpG island methylation at their promoter/exon I regions (97 genes), and finally retained 45 genes, shown previously to be implicated in cancer-related EMT signaling (see Supplementary Table S1E for the 45-gene list). Bisulfite-sequencing PCR (BSP) validation of DNA methylation status of most of the 45 genes, combined in parallel with analysis of their mRNA and protein expression levels, led to final selection of 10 genes, including HOOK1, RAMP1, JMJD8, and WNT3, hypermethylated in SKOV3-E cells, and CEND1, EVX2, CLDN5, APC2, IFFO1, and KLF4, hypomethylated in SKOV3-E cells (see Supplementary Table S1E for details). 

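RAMP2, for which Table A3 lists primers, was counted here in place of RAMP1. With it, all 10 genes had DMRs within 2 kb of a TSS in the authors' deposited table of shC-S vs. sh-LY75-S, and the largest of them had the stated direction for each gene. In the authors' deposited table of LY75-R-S vs. LY75-KO-S, 4 of the genes had such DMRs, 3 in the stated direction and HOOK1 in the opposite one. In that of the mix, 7 genes had them, all with the stated direction at the largest DMR. The order of subtraction of shC-S vs. sh-LY75-S was settled with the stated directions, so the match there shows only that a single order suits all of these genes. No coverage is given and no clone was replicated, so the values are single differences between libraries. HOOK1 lies on chromosome 1 of GRCh37 from 60280621 to 60341994 on the plus strand. The tile from 60280001 to 60281000, which holds its TSS, first exon and 93 CpGs, differed by 80.7 points in the authors' deposited table of shC-S vs. sh-LY75-S and by 25.6 points (q = 1.01e-123) in that of the mix. The next tile, 380 bp downstream of the TSS, outside exons and with 26 CpGs, differed by 99.8 points (q = 5.59e-122) in the authors' deposited table of shC-S vs. sh-LY75-S but by -33.3 points (q = 1.78e-38) in that of LY75-R-S vs. LY75-KO-S. RAMP2 lies on chromosome 17 from 40912793 to 40915059. Its tile from 40913001 to 40914000, over the TSS and with 87 CpGs, differed by 90.5 points in the authors' deposited table of shC-S vs. sh-LY75-S and by 74.1 points in that of the mix. For RAMP1, the authors' deposited tables listed no DMR within 2 kb of a TSS, and its exonic DMR on chromosome 2 from 238820001 to 238821000 differed by 100 points in shC-S vs. sh-LY75-S. An intronic RAMP1 tile, from 238774001 to 238775000, had 49.6 points in the authors' deposited table of shC-S vs. sh-LY75-S and -33.3 points in that of LY75-R-S vs. LY75-KO-S, and the next tile 100 points in the latter. At the TSS of JMJD8 (chromosome 16, tile from 734001 to 735000), the authors' deposited table of shC-S vs. sh-LY75-S gave 84.1 points and that of the mix 57.3 points, while that of LY75-R-S vs. LY75-KO-S listed 50 points in a tile 1638 bp from a TSS. WNT3 had 43.2 points at its TSS (chromosome 17, tile from 44896001 to 44897000) in the authors' deposited table of shC-S vs. sh-LY75-S and no DMR near a TSS in the others. An intronic WNT3 tile, from 44873001 to 44874000, had the stated direction in all of the authors' deposited tables. It had 100 points in shC-S vs. sh-LY75-S, 25.9 points in LY75-R-S vs. LY75-KO-S and 68.4 points in the mix. The other listed WNT3 tiles were positive too.
CEND1, on chromosome 11 on the minus strand, was the gene with the same tile near its TSS in all of the authors' deposited tables. Its tile from 789001 to 790000 differed by -78.4 points in shC-S vs. sh-LY75-S, by -50.5 points in LY75-R-S vs. LY75-KO-S and by -74.6 points in the mix of the authors' deposited tables. In EVX2 (chromosome 2), the tile from 176946001 to 176947000 was in the authors' deposited tables of both single comparisons, with -57.4 points and -50.0 points. The tile with its TSS, from 176948001 to 176949000, differed by -76.8 points in the authors' deposited table of shC-S vs. sh-LY75-S and by -27.8 points in that of the mix. CLDN5 (chromosome 22) had -91.9 points at its TSS in the authors' deposited table of shC-S vs. sh-LY75-S, and a DMR of 74.4 points in a tile 4068 bp upstream of that TSS and 933 bp from the nearest one. IFFO1 (chromosome 12) had -100, -93.4 and -90.3 points in consecutive tiles up to its TSS in the authors' deposited table of shC-S vs. sh-LY75-S, and between -45.5 and -42.5 points in that of the mix. With promoters of 5 kb either side of the TSS, an intronic IFFO1 tile from 6656001 to 6657000 entered, opposite to the stated direction in all of the authors' deposited tables. It had 38.9 points in shC-S vs. sh-LY75-S, 100 points in LY75-R-S vs. LY75-KO-S and 57.6 points in the mix. KLF4 (chromosome 9) had -54.6 points in the authors' deposited table of shC-S vs. sh-LY75-S, in the tile from 110250001 to 110251000. APC2, on chromosome 19 from its canonical TSS at 1450120, had differences of both signs. Its first tile, from 1450001 to 1451000, differed by -67.0 points in the authors' deposited table of shC-S vs. sh-LY75-S and by -31.3 points in that of the mix. Farther into the gene, the DMRs of the authors' deposited table of shC-S vs. sh-LY75-S were all positive, up to 90.5 points in the last exon. With exons included and the largest DMR taken, the direction of APC2 in the authors' deposited table of shC-S vs. sh-LY75-S was therefore opposite to that at its TSS, and 9 of the 10 genes had the stated direction. Its tile from 1472001 to 1473000, also in the last exon, had 29.5 points in the authors' deposited table of shC-S vs. sh-LY75-S, -54.9 points in that of LY75-R-S vs. LY75-KO-S and -39.6 points in that of the mix. The other APC2 tiles past the first in the authors' deposited table of the mix were positive, with 26.6, 43.2, 34.9 and 47.5 points, so with exons included APC2 was also opposite in the mix, and 6 of 7 genes had the stated direction there.

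**Figure D3:**
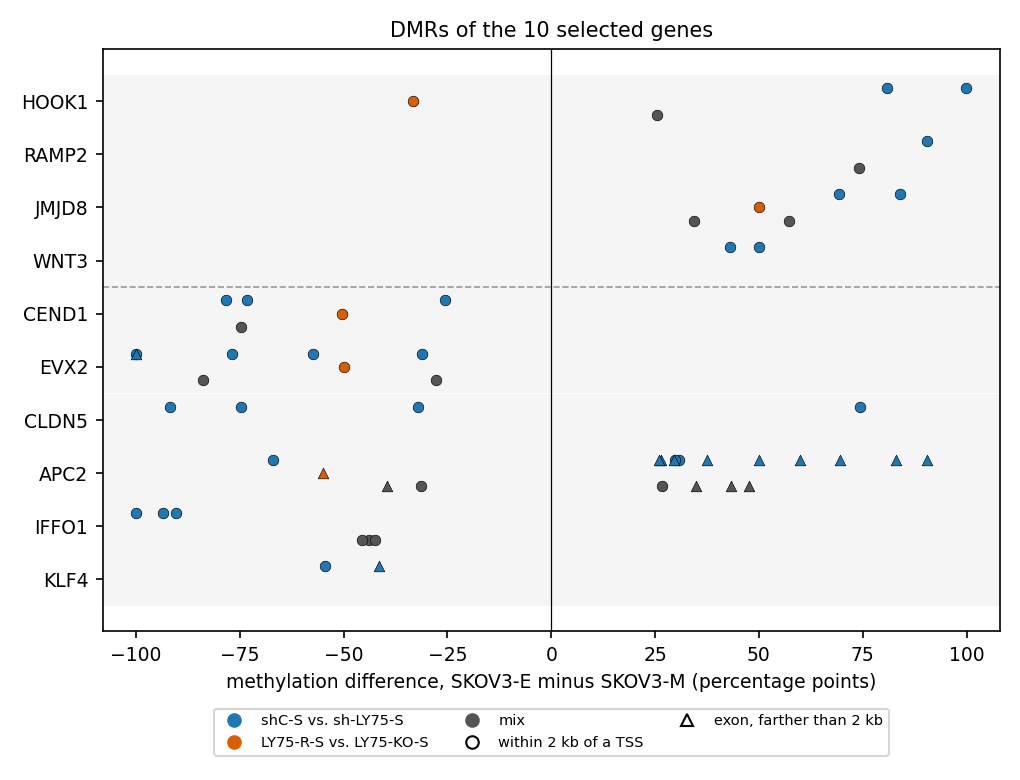
Methylation differences of the DMRs of the 10 genes, with RAMP2 in place of RAMP1, in the authors' deposited tables (horizontal axis, percentage points, SKOV3-E minus SKOV3-M), with a row per gene and a colour per comparison; circles are tiles within 2 kb of a TSS, triangles are exonic tiles farther away, and the dashed line parts the genes stated as hypermethylated (top) from those stated as hypomethylated, with the direction in LY75-R-S vs. LY75-KO-S resting on the composition of the mix. In the top part, the HOOK1 tile at -33.3 points in LY75-R-S vs. LY75-KO-S is the one left of 0.

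**Figure D4:**
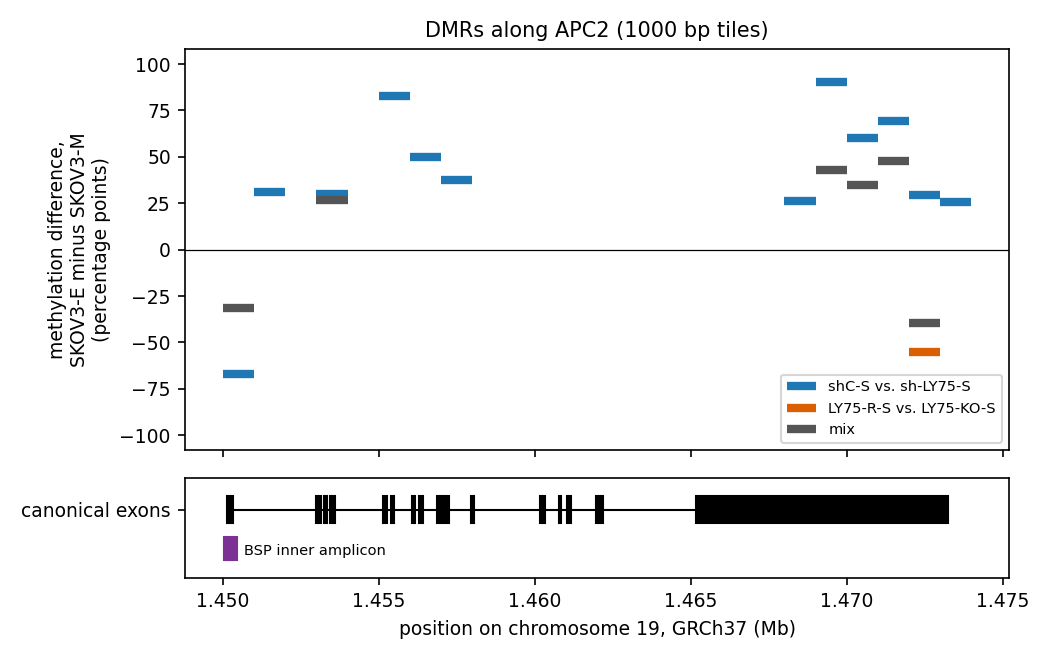
DMRs along APC2 on chromosome 19 of GRCh37 (horizontal axis, Mb) with their methylation differences in percentage points in the authors' deposited tables (vertical axis); each bar is a 1000 bp tile, and the lower track shows the exons of the canonical transcript and the amplicon of the inner BSP primers. The tile at the TSS is at -67.0 points in shC-S vs. sh-LY75-S, while the tiles farther along the gene lie above 0 in that comparison. The direction in LY75-R-S vs. LY75-KO-S rests on the composition of the mix.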

Figure 2A shows the BSP-mediated confirmation of the methylation status of these genes, which precisely correlated with both their mRNA (Figure 2B) and protein (Figure 2C) expression values in the corresponding SKOV3 cell clones.

These data were further confirmed upon performing shRNA-mediated LY75 knockdown in the serous EOC cell line OVCAR8, which also exhibits a mesenchymal-like phenotype. Indeed, the shRNA-mediated LY75 knockdown OVCAR8 clones sh-63 and sh-64 displayed a typical epithelial morphology (see Supplementary Figure S1A), accompanied with the overexpression of E-cadherin, and the suppression of N-cadherin, TWIST1, and SNAIL1 (Supplementary Figure S1B). As shown in Supplementary Figure S1C, the protein expression profiles of the 10 genes described above displayed quite similar expression patterns in OVCAR8-M (control) and OVCAR8-E (sh-63) cells as those found in SKOV3-E or SKOV3-M cells (see Figure 2C for comparison).

### 2.2. LY75-Mediated EMT Alterations in EOC Cells are Associated with Predominant Epigenetic Regulation of Members of the Wnt/β-Catenin Pathway

We further analyzed the 6666 genes displaying common DNA methylation alterations in their exons/promoter regions upon LY75-mediated EMT by using the Ingenuity Pathways Analysis (IPA) software to identify relevant biological pathways and networks. As shown in Figure 3A, IPA analysis was indicative for EMT-related epigenetic alterations of functionally related groups, mostly linked to cellular development, cellular growth and proliferation, cellular movement, cellular function and maintenance, and importantly -cellular morphology. As expected, consecutive IPA canonical pathway analysis displayed predominant modulation of EMT-pathway-related genes and genes implicated in ovarian cancer signaling, as genes related to other major EMT-related pathways (including the Wnt/β-catenin, the Wnt/Ca^2+^, and the TGF-β pathways) similarly exhibited significant DNA methylation alterations (see Figure 3B and Table A1).

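Table A1 lists 80 EMT, 69 Wnt/β-catenin and 39 TGF-β genes, of which 78, 69 and 39 were found in the annotation. These genes were chosen in the study because they had altered DMRs in these libraries, so their number is not independent evidence. DMRs in an exon or within 2 kb of a TSS were present for 61 of the 78 EMT genes in the authors' deposited table of shC-S vs. sh-LY75-S, for 30 in that of LY75-R-S vs. LY75-KO-S and for 38 in that of the mix. In 21 EMT genes they were present in all of the authors' deposited tables. In 12 of these, any DMR of a shared sign was present in each, whatever the sign of the gene's other DMRs. By the largest DMR of each gene in the authors' deposited table of shC-S vs. sh-LY75-S, 29 EMT genes were hypermethylated and 32 hypomethylated in SKOV3-E cells. By that of LY75-R-S vs. LY75-KO-S in the authors' deposited tables, 21 were hypermethylated and 9 hypomethylated. The median absolute difference of the EMT genes was 57.9 points in the authors' deposited table of shC-S vs. sh-LY75-S, at the percentile 23.4 of 10000 random gene lists matched on the number of DMRs per gene. In the authors' deposited table of LY75-R-S vs. LY75-KO-S it was 42.4 points, at the percentile 31.7 of such lists. Over the alternatives, these percentiles from the authors' deposited tables ranged from 7.34 to 55.9 and from 27.7 to 40.4. Both percentiles describe these libraries and are not a test between conditions.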

Remarkably, and as shown in Table A1, the number of Wnt/β-catenin-pathway-related genes with altered DMRs (69 genes) was significantly higher, compared to the TGF-β-pathway-related genes (39 genes). This was further supported by the number of the common genes shared between the EMT and Wnt/β-catenin pathways (27 genes) compared to those of the EMT/TGF-β pathways (five genes; see Figure 3C and Table A1), suggesting that the Wnt/β-catenin signaling might be the predominant pathway modulated by the LY75-mediated EMT alterations in EOC cells.

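For 54 of the 69 Wnt/β-catenin genes and 32 of the 39 TGF-β genes, the authors' deposited table of shC-S vs. sh-LY75-S held a DMR in an exon or within 2 kb of a TSS. In the authors' deposited table of LY75-R-S vs. LY75-KO-S, 27 Wnt/β-catenin and 19 TGF-β genes had one, and in that of the mix 34 and 22. In all of the authors' deposited tables, a DMR was present for 16 Wnt/β-catenin genes (23.2%) and 12 TGF-β genes (30.8%). With promoters alone, these numbers from the authors' deposited tables were 8 and 9, in the opposite order. Those with any DMR of a shared sign in each of the authors' deposited tables were 9 Wnt/β-catenin genes (13.0%) and 5 TGF-β genes (12.8%). By the largest DMR of each gene in the authors' deposited table of shC-S vs. sh-LY75-S, 23 Wnt/β-catenin genes were hypermethylated and 31 hypomethylated in SKOV3-E cells, against 11 and 21 TGF-β genes (two-sided Fisher's exact test, p = 0.5). In the authors' deposited table of LY75-R-S vs. LY75-KO-S, the same split was 17 and 10 against 9 and 10 (exact p = 0.371). In that of the mix in the authors' deposited tables, it was 18 and 16 against 10 and 12 (exact p = 0.785). With Benjamini-Hochberg adjustment over these 3 tests, the exact p-values were 0.75, 0.75 and 0.785, and no difference in direction between the lists was detectable. The lists share 7 genes, which the test counts in both although it treats the lists as separate. With these genes left out of both lists, an alternative chosen after the data had been seen, the exact p-values from the authors' deposited tables were 0.47, 0.324 and 0.768 in the same order (two-sided Fisher's exact test; Benjamini-Hochberg adjusted 0.705, 0.705 and 0.768). The median absolute difference in the authors' deposited table of shC-S vs. sh-LY75-S was 58.7 points for the Wnt/β-catenin genes, at the percentile 21.4 of random lists matched on DMRs per gene, and 55.1 points for the TGF-β genes, at the percentile 17.8. In LY75-R-S vs. LY75-KO-S of the authors' deposited tables, it was 47.7 points for the Wnt/β-catenin genes, at the percentile 62.7, and 42.7 points for the TGF-β genes, at the percentile 44.5. The mix in the authors' deposited tables had 37.3 points and 34.3 points, at the percentiles 15.0 and 6.87. The percentiles depended on the setting: with differences over 50 points, the TGF-β genes were at the percentile 87.8 in the authors' deposited table of shC-S vs. sh-LY75-S and the Wnt/β-catenin genes at 85.9 in that of the mix.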

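Of the 27 genes that Table A1 gives as common to the EMT and Wnt/β-catenin pathways, 5 had a DMR in an exon or within 2 kb of a TSS in all of the authors' deposited tables. These were WNT1, WNT4, WNT5B, WNT6 and WNT7B, named here because of this count. In WNT5B, WNT6 and WNT7B the authors' deposited tables held DMRs of the same direction throughout, although the largest DMRs of WNT6 and WNT7B differed in direction between the single comparisons. The largest DMR of WNT7B differed by -90.6 points in the authors' deposited table of shC-S vs. sh-LY75-S and by 100 points in that of LY75-R-S vs. LY75-KO-S. Those of WNT5B differed by 50 points and 54.1 points in the authors' deposited tables. The 5 genes given as common to the EMT and TGF-β pathways were SMAD3, HRAS, MAP2K2, SOS1 and GRB2, and 2 of them, MAP2K2 and SOS1, had DMRs in all of the authors' deposited tables, none with the same direction throughout. From the larger number of Wnt/β-catenin genes and of genes shared with EMT, the paper proposes that Wnt/β-catenin signaling might be the main pathway modulated. Its further evidence, from inhibitors, protein levels, TCGA expression and LY75 partners, does not rest on these counts and was not examined here.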

### 2.3. LY75 Expression Modulates the Wnt/β-Catenin Pathway Activity in EOC Cells

The above IPA analyses prompted us to more profoundly investigate the relative implications of the Wnt/β-catenin and the TGF-β signaling pathways during the LY75-mediated EMT alterations in EOC cells. As shown in Figure 4A, treatment of SKOV3-M and OVCAR8-M (parental) cells with the Wnt/β-catenin inhibitor XAV939 led to the acquirement of epithelial-like cellular phenotype, while treatment with the TGF-β inhibitor SB431542 had no effect on SKOV3-M and OVCAR8-M cellular morphologies. XAV939 treatment resulted in N-cadherin protein suppression and E-cadherin protein overexpression in SKOV3-M and OVCA8-M cells, similar to the LY75 KD effect in these cell lines (Figure 4B). Moreover, XAV939 treatment in both these cell lines was also associated with decreased levels of β-catenin, while members of the TGF-β pathway, including TGF-βRII and the phosphorylated form of Smad2/3 (pSmad2/3) were not affected (Figure 4B). Interestingly, XAV939 treatment resulted in reduced LY75 expression in EOC cells, suggestive for a possible feed-back mechanism between Wnt/β-catenin signaling and LY75 functional activity (Figure 4B). The use of the TGF-β inhibitor SB431542 was only associated with pSmad2/3 suppression, especially in SKOV3-M cells; however, this inhibitor induced no changes in the N-cadherin and E-cadherin expression levels in both EOC cell lines, despite a prolonged (5 days) treatment (Figure 4B). The impact of the LY75 gene expression on the Wnt/β-catenin pathway was further confirmed by Western blot analysis of the expression levels of some of its members and regulatory proteins. Thus, LY75 KD in both SKOV3 and OVCAR8 cells was associated with decreased β-catenin and Wnt3 expression and strong induction of the expression of Axin1 and APC2, both previously characterized as members of the suppressor complex of the Wnt/β-catenin pathway ([16]; see Figure 4C). This was also confirmed by immunofluorescence analysis of Axin1 and APC2 expression in the SKOV3-E cells and high expression and nuclear localization of β-catenin in the SKOV3-M (control) cells (Supplementary Figure S2).

Moreover, analysis of the TCGA data for ovarian cancer via the cBioPortal software (https://www.cbioportal.org/) was indicative for significant LY75 co-expression correlations (*p* ≤ 0.05) with 5046 genes (Supplementary Table S2A), including most (64) of the Wnt/β-catenin pathway gene members (Supplementary Table S2B).

### 2.4. The Identification of Specific LY75-Interaction Proteins Supports the LY75 Role in Modulation of Wnt/β-Catenin Pathway Activity

We further proceeded with the identification of LY75-interaction proteins, as whole cell lysates of SKOV3-M (parental) cells and Ly75 KD SKOV3-E cells were anti-LY75 immunoprecipitated using streptavidin beads, and the resulting peptides were analyzed by liquid chromatography–mass spectrometry (LC-MS/MS). Alternatively, and following the repetition of the same experimental procedure, immunoprecipitated proteins were separated by electrophoresis and specific bands (present in the SKOV3-M fraction and absent in the SKOV3-E fraction) were gel-eluted and subjected to LC-MS/MS (Figure 5A). Venn diagram analysis of the common immunoprecipitated proteins in SKOV3-M (beads) and SKOV3-M (gel), as compared to those in SKOV3-E cells (beads), led to the identification of 23 LY75 specific interaction partners (Figure 5B and Table 2). As shown in Table 2, most LY75 interacting partners (including ACTN4, DNM2, KRT7, KRT8, KRT18, KRT19, SPTAN1, PLEC) were previously known to be involved in actin cytoskeleton remodeling and/or cell trafficking. Importantly, three of the newly identified LY75 partners (DSP, AHNAK, and SPTBN1) were formerly characterized as repressors of the Wnt/β-catenin pathway [17,18,19]. Moreover, immunofluorescence analysis was confirmative of cellular membrane and cytoplasmic co-localization of LY75 and DSP (Figure 5C).

Interestingly, seven nucleolar proteins (including RRBP1, MVP, HSD17B4, HNRNPM, LMNA, KHDRBS1, and RPL6) were among the proteins identified as LY75 interacting partners (Table 2), suggesting for a possible LY75 nucleolar localization. This was further confirmed by immunofluorescence-mediated co-localization analysis of LY75 and the nucleolar protein fibrillarin (Figure 5D).

## 3. Discussion

Numerous studies have previously suggested that EMT induction in cancer is accompanied by a dynamic reprogramming of the epigenome, including DNA methylation alterations, aberrant expression of noncoding RNAs, and post-translational histone modifications. EMT-related epigenetic changes have been described in many cancer types, including EOC [11]; however, the implications of the different epigenetic regulatory mechanisms in EMT-mediated cancer initiation and progression remain largely unexplored [12].

Using an epigenomic approach (methylated DNA immunoprecipitation coupled to CpG island tiling arrays), we have previously shown that DNA hypermethylation occurs in all (comprising less-invasive and early) stages of ovarian tumorigenesis, while advanced disease is exclusively associated with DNA hypomethylation of a number of oncogenes, implicated in EOC progression and invasion/metastasis [20], including genes (LY75, GRHL2, Hic-5, and RUNX1), implicated in EMT regulation [7,21,22,23,24]. In this study, we used the RRBS technology for a comprehensive analysis of DNA methylation changes during LY75-mediated EMT alterations in EOC cells. We initially compared the DNA methylation patterns of SKOV3 control (SKOV3-M) versus LY75-KD SKOV3 (SKOV3-E) cells, using three different experimental combinations, as shown in Table 1B. In each experimental condition, more than 10,000 genes displayed DMRs in their exons and promoter regions, as 6666 common genes were identified under these selection criteria as hypo- or hypermethylated in the SKOV3-E clones (Figure 1A). Based on the 6666 gene list, we further proceeded with a more stringent selection of genes displaying rather high degree (>70%) of methylation in their promoter/exon I regions and previously shown to be implicated in cancer-related EMT signaling. Our stringent selection retained 45 genes (see Supplementary Table S1E), as the DNA methylation status of the promoter regions of most of these genes was further validated by an alternative approach (BSP sequencing). Ten genes were finally selected, whose promoter/exon I DNA methylation patterns completely coincided with their mRNA and protein expression levels. Indeed, HOOK1, RAMP2, JMJD8, and WNT3 appeared hypomethylated and overexpressed (both on mRNA and protein levels) in SKOV3-M cells, whereas EVX2 CLDN5, KLF4, APC2, CEND1, and IFFO1 demonstrated hypomethylated profiles and strong mRNA/protein expression in SKOV3-E cells. These 10 genes also displayed quite similar mRNA and protein expression patterns in OVCAR8-M and OVCAR8-E cells (the latter generated upon shRNA-mediated LY75 KD in OVCAR8 EOC cells; see Supplementary Figure S1A–C). Consecutive analysis of the literature data was indicative for their involvement in carcinogenesis, as some of these genes displayed altered DNA methylation profiles in different cancers. Accordingly, Hook1 (Hook microtubule tethering protein1) represents a microtubule-binding protein involved in microtubule cytoskeleton dynamics, endocytic trafficking, and cell differentiation [25]. It was recently reported that Hook1 inhibits malignancy and EMT in several cancer types, including hepatocellular carcinoma, thyroid cancer and non-small-cell lung cancer [26,27,28]. Ramp2 (receptor activity-modifying protein-2) encodes a family member of single-transmembrane-domain proteins called RAMPs, which transport the calcitonin-receptor-like receptor to the plasma membrane. A specific combination of RAMP members and calcitonin-receptor-like receptor defines Ramp2 ligand affinity for either calcitonin or adrenomedullin [29]. A dual role of Ramp2 has been described in different cancer types; thus Ramp2 and its ligand adrenomedullin were shown to be overexpressed and to promote vascularization and metastasis in human colon cancer [30], while RAMP2 expression has been suppressed by promoter hypermethylation in lung cancer, and ectopic expression of RAMP2 directed apoptosis and inhibited lung cancer cell growth [31]. Similarly, the literature data for Jmjd8 implication in carcinogenesis are rather controversial. Jmjd8 belongs to the family of JmjC domain-redox enzymes that catalyze protein hydroxylation or demethylation [32], as a role of Jmjd8 in regulating cellular metabolism and angiogenesis has been recently reported [33]. An oncogenic role of Jmjd8 as a positive regulator of TNF-induced NF-κB signaling in colorectal cancer has been described [34,35]; however, a recent study demonstrated that JMJD8 knockdown promotes cell proliferation and double-strand base (DSB) repair in lung and bone cancer cells, suggesting that Jmjd8 could represent a potential target for more effective tumor radio- and chemotherapies [36]. As a member of Wnt/β-catenin family, an oncogenic role for Wnt3 has been reported in different cancer types, including colorectal, gastric, breast, liver, and lung cancer [37,38,39,40,41]; yet a potential tumor-suppressor role for Wnt3 has been described in chronic lymphocytic leukemia, where decreased Wnt3 expression is associated with disease progression and worse prognosis [42]. Interestingly, Wnt3 levels were found to be strongly reduced in malignant ovarian tissues compared to normal ovarian tissues [43]. EVX2 (even-skipped homeobox 2) was previously shown to be implicated in vertebrate spinal cord interneuron development [44]. This gene was found highly methylated in lung cancer, where a role for EVX2 as a methylation biomarker for early detection of the disease has been suggested [45]. Claudin5 (CLDN5) is a member of claudin gene family encoding proteins implicated in tight junction formation and function [46]. Cldn5 expression is frequently altered in different human cancers, as CLDN5 gene was found to be downregulated in colorectal, liver, and lung cancer and glioma [47,48,49,50], suggestive for a potential tumor-suppressor role of CLDN5 in these cancer types. However, CLDN5 has been described as an oncogene in breast, pancreatic, and esophageal cancers [51,52,53]. CLDN5 was also found to be highly expressed in malignant EOC tumors compared to benign EOC tumors [54]. Moreover, Cldn5 overexpression correlated with aggressive behavior in serous ovarian adenocarcinoma [55] and was shown to be involved in the malignant transformation of borderline mucinous EOC tumors [56]. Interestingly, CLDN5 was also found to be aberrantly methylated in pancreatic ductal adenocarcinomas [57]. Klf4 (Krüppel-like factor 4) is a zinc-finger-containing transcription factor implicated in regulating cellular growth, proliferation, differentiation, apoptosis, and cell cycle arrest [58]. Recently, a role of KLF4 was reported in inducing pluripotent stem cells and also maintaining the stemness of cancer stem cells [59]. Thus, KLF4 can act as a tumor suppressor or oncogene in different cancer types, largely depending on the cellular context, chromatin structure, cell cycle regulation, and expression patterns of other genes, including specific oncogenic drivers [60]. KLF4 expression was also shown to be frequently mediated through epigenetic or post-transcriptional mechanisms [61]. Moreover, a controversial role of KLF4 in regulating EMT in gastrointestinal cancer has been described [62,63], as currently, the mechanisms underlying its controversial role in this cancer type remain undefined. KLF4 has been characterized as a tumor-suppressor in EOC, as KLF4 downregulation correlated with accelerated EOC proliferation, invasion, and migration and poor patient survival [64,65]. Accordingly, the KLF4 overexpression significantly reduced the metastatic potential of EOC cells by inhibiting the TGFβ-induced EMT [66] and sensitized EOC cells to chemotherapy drugs [65]. Apc2 (adenomatous polyposis coli 2) promotes the assembly of a multiprotein β-catenin destruction complex which results in negative regulation of the Wnt/β-catenin signaling pathway [67]. This protein functions as a tumor suppressor in different cancer types, including prostate, colorectal, and lung cancers, osteosarcoma, retinoblastoma, and glioma [68,69,70,71,72,73], where the APC2 gene expression was frequently found to be inhibited by hypermethylation [72,74,75]. Similarly, a critical role of APC2 in suppressing EOC progression has been demonstrated [76], as APC2 silencing promoted EOC cell proliferation [77] and was associated with decreased overall survival in EOC patients following intraperitoneal chemotherapy [78]. CEND1 (cell cycle exit and neuronal differentiation protein 1) plays an important role in neuronal differentiation by modulating cell cycle progression/exit or apoptosis of neuronal progenitors [79]. CEND1 was shown to suppress cell proliferation via modulating the cyclin D1 pathway, which is linked to its potential tumor suppressor functions, associated with proliferation inhibition of neuroblastoma cells [80]. CEND1 was found to be epigenetically suppressed by methylation in invasive breast carcinoma, also suggestive for a potential tumor suppressor role in this cancer type [81]. IFFO1 (intermediate filament family orphan 1) is a member of the intermediate filament family which includes essential components of the cyto- and nucleoskeleton [82]. Recently, a potential role of IFFO1 in suppressing chromosome translocations during tumorigenesis has been discovered [83]. IFFO1 was reported to be downregulated by promoter methylation in different cancer types [83]. Accordingly, we and others have identified IFFO1 as a highly methylated gene in EOC [20,84], as the IFFO1 methylation has been proposed as EOC biomarker [84].

All the above described genes, epigenetically modulated during EMT in EOC cells, could represent potential prognostic/diagnostic EOC biomarkers. Further studies are warranted to more completely elucidate the functional implications of these 10 genes in ovarian tumorigenesis.

Moreover, our results suggest that Wnt/β-catenin pathway is the principal EMT-related pathway modulated by LY75 expression in EOC cells. *In silico* analysis of the TCGA data for ovarian cancer was also confirmative for the role of LY75 in modulating the Wnt/β-catenin pathway activity in EOC. Deregulations of the Wnt/β-catenin signaling pathway have been associated with the etiology of different human cancers, including colorectal, prostate, breast and skin cancers [85,86,87,88]. Accordingly, the Wnt/β-catenin signaling has been shown to play critical role in EOC development, including EOC stemness, EMT, progression to malignancy, and therapy resistance (recently reviewed in [89,90]). The β-catenin is the key mediator of this pathway, as in the presence of Wnt ligands, the Frizzled and LRP5/6 receptors prevent the formation of the destruction Axin/Apc2/Gskβ complex, allowing the stabilized β-catenin to translocate to the nucleus and to interact with the TCF/LEF transcription factors, thus modulating the transcription of Wnt downstream target genes, many of which regulate EMT, invasion, and metastasis [89].

The IPA canonical pathway analysis of the 6666-gene list displaying common altered DMRs in their exons/promoter regions upon LY75 KD in SKOV3 cells was strongly indicative for the implication of the Wnt/β-catenin pathway in the EMT-associated DNA methylation variations in this EOC cell line (see Figure 3B and Table A1). This was further confirmed following treatment of EOC cells with the Wnt/β-catenin inhibitor XAV939, as XAV939 treatment induced MET-related phenotype changes in SKOV3-M and OVCAR8-M cells (similar to the LY75-KD effect; see Figure 4A), accompanied with suppression of the β-catenin and N-cadherin expression (see Figure 4B). Analogous changes in cells morphology and β-catenin and N/E cadherin switching were not observed following treatment with TGF-β inhibitor SB431542 (Figure 4B). Consecutive immunofluorescence analyses were also indicative for abundant expression and importantly, nuclear localization of β-catenin in SKOV3-M cells, while a rather weak cytomembrane/cytoplasmic β-catenin expression was observed in SKOV3-E cells, accompanied with strong Axin 1 and Apc2 expression (see Supplementary Figure S2).

Furthermore, our proteomics approach led to the identification of 23 LY75 interaction partners mostly involved in actin cytoskeleton organization and/or in cell–cell interactions, which confirms the implication of LY75 in modulating the EOC cellular phenotype (see Figure 5A). Interestingly, three LY75 interaction partners, including spectrin beta chain (SPTBN1), desmoplakin (DSP) and neuroblast differentiation-associated protein (AHNAK) were previously shown to be associated with suppression of the Wnt/β-catenin signaling. Indeed, SPTBN1 has been found to potentiate the expression of the Wnt inhibitor kallistatin in liver cancer [19]. Similarly, DSP was shown to enhance the expression of plakoglobin (also known as γ-catenin) in human lung cancer, which is associated with the suppression of β-catenin [17]. AHNAK has been described as a tumor suppressor in breast cancer that negatively regulates both the AKT/MAPK and Wnt/β-catenin signaling pathways [18]. Thus, our data suggest a possible role of LY75 in maintaining active Wnt/β-catenin signaling in EOC cells by sequestering some of its inhibitors.

Remarkably, seven of the LY75 interaction partners identified were previously recognized as nucleolar proteins [91], and further co-localization immunofluorescence analysis of LY75 and the nucleolar protein fibrillarin was confirmative for a possible LY75 nucleolar localization in EOC cells. Thus, our data suggest a putative LY75 implication in some of the nucleolus functions that mainly include transcription regulation, rRNAs processing, and their subsequent assembly into ribosomal subunits. However, further studies are needed to understand the exact role of LY75 in the nucleolus.

In conclusion, we have shown that LY75-modulated EMT changes directed numerous DNA methylation alterations in EOC cells, as our experimental conditions resulted in the identification of 6666 genes displaying common altered DMRs in their exons/promoter regions. Ten genes were consecutively identified with significant methylation alterations in their promoter regions, which corresponded with their expression levels in EOC cells, suggesting their further investigation as potential EOC biomarkers/therapeutic targets. Moreover, LY75-mediated EMT alterations in EOC cells were predominantly associated with epigenetic regulation of members of the Wnt/β-catenin pathway. We further demonstrated that LY75 supports an active status of the Wnt/β-catenin pathway in EOC cells, while the LY75 depletion predominantly directs the pathway suppression. Though, a possible back-loop regulation of the LY75 expression via the Wnt/β-catenin signaling cannot be excluded. Our data are also indicative for a possible LY75 nucleolar localization; however, the role of LY75 in the nucleolus needs to be further elucidated.

A comprehensive understanding of molecular processes and the chronology of events between DNA methylation and the signaling pathways triggering EMT in EOC could arrange for the development of more effective (including epigenetic) treatment strategies for this deadly disease.

## 4. Materials and Methods

### 4.1. Cell Cultures

The SKOV3 and OVCAR8 EOC cell lines were purchased from American Tissue Type Collection (Manassas, VA, USA). Cells were maintained in RPMI-1640 medium supplemented with 10% (v/v) fetal bovine serum (Hyclone, Logan, UT, USA) and cultured in a humidified incubator with 5% CO_2_ at 37 °C as previously described [7]. In some experimental conditions, SKOV3 and OVCAR8 cells were treated for 24 h with the Wnt/β-catenin inhibitor XAV939 (Sigma-Aldrich, Oakville, ON, Canada) and for 5 days with the TGF-β inhibitor SB431542 (Reagents Direct, Encinitas, CA, USA), as both inhibitors were applied at a final concentration of 20 µM. The corresponding SKOV3 and OVCAR8 control cells were treated with 0.1% DMSO.

### 4.2. Reduced Representation Bisulfite Sequencing (RRBS) Analysis

For RRBS analysis, ~10 µg of genomic DNA was extracted from different SKOV3-M and SKOV3-E clones using the Blood & Cell culture DNA Mini Kit (Qiagen, Montreal, PQ, Canada). RRBS analysis was performed on a service basis by the company Diagenode Inc. (https://www.diagenode.com/en/p/rrbs-service). The comparisons between the RRBS datasets were carried out using the R package methylKit, using the hg19 refGene and CpG island annotation from the UCSC GenomeBrowser database (http://genome.ucsc.edu). 

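In the authors' deposited tables, the smallest absolute difference was 25 points. The largest q-value was 0.00982 in the authors' deposited table of shC-S vs. sh-LY75-S, 0.00986 in that of LY75-R-S vs. LY75-KO-S and 0.0046 in that of the mix, so every listed tile had an adjusted p-value under 0.01. The largest unadjusted p-values in the authors' deposited tables were 0.0362, 0.0183 and 0.00872, in the same order. The q-value was smaller than the p-value for 55.5% of the DMRs in the authors' deposited table of shC-S vs. sh-LY75-S, for 19.8% in that of LY75-R-S vs. LY75-KO-S and for 12.8% in that of the mix. In each of the authors' deposited tables of the single comparisons, 76 DMRs had a p-value over 0.01 and a q-value under it. A q-value of 0 was printed for 996, 3 and 250 DMRs of the authors' deposited tables.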

Differentially methylated CpGs, as well as differentially methylated regions (DMRs) were identified with a >25% methylation difference and an adjusted *p*-value < 0.05 (the latter with a window size of 1000 bp, since this has been found to include the majority of DMRs [92]). The DMRs were annotated using the UCSC RefSeq tracks (hg19) to further analyze CpG sites included in genes’ exons and promoter regions (window size of 25 bp; promoter regions spanning around 2 kb upstream and downstream of the transcriptional start site). All RRBS sequencing and processed data were deposited in the Gene Expression Omnibus (GEO) with accession number GSE142310.

### 4.3. Bisulfite Sequencing PCR (BSP) Analysis

BSP analysis was performed, as previously described [20]. BSP primer selection was performed using the Methyl Primer Express Software v1.0 (Applied Biosystems, Waltham, MA, USA); all primers are listed in Table A3. 

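The primers of Table A3 were matched to the GRCh37 sequence of each gene and 5 kb on either side, with a T in a primer allowed to match a T or a C, since bisulfite turns unmethylated cytosines into bases read as T. All 20 primer pairs of the 10 genes in Table A3 had 1 match, and the product of 18 pairs had the length given there. The inner KLF4 product was 234 bp, where the paper gives 266, and the outer KRT7 product was 394 bp, where the paper gives 396. The inner products were 191 to 435 bp long and held 24 to 45 CpGs. The inner HOOK1 product lay on chromosome 1 from 60280537 to 60280740, from 84 bp upstream to 119 bp downstream of the canonical TSS, and overlapped exon 1. Its 204 bp of reference sequence, with 26 CpGs, read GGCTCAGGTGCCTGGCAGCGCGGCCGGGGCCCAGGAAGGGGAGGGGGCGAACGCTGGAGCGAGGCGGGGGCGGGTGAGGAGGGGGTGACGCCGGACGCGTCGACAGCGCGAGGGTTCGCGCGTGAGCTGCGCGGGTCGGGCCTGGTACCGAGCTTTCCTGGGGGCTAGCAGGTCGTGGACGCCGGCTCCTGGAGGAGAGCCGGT. The inner CEND1 product lay on chromosome 11 from 789936 to 790126, from 36 bp upstream to 154 bp downstream of the TSS of this minus-strand gene, and overlapped exon 1. Its 191 bp of plus-strand sequence, with 28 CpGs, read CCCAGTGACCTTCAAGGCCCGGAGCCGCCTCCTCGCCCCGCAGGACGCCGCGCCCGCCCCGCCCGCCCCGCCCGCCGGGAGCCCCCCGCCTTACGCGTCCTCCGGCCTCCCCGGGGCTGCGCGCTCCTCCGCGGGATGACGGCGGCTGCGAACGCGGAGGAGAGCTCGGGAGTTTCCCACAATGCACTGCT. The inner APC2 product, on chromosome 19 from 1450033 to 1450467, reached from 87 bp upstream to 347 bp downstream of the TSS over exon 1, with 45 CpGs. The inner RAMP2 product (chromosome 17, 40913359 to 40913649) began 114 bp downstream of the TSS and overlapped exon 1, and the inner EVX2 product (chromosome 2, 176948073 to 176948470) began 220 bp downstream of it, also over exon 1. Upstream of the TSS lay the inner products of JMJD8 (chromosome 16, 734433 to 734663), CLDN5 (chromosome 22, 19512043 to 19512352) and WNT3 (chromosome 17, 44896497 to 44896776). The inner KLF4 product (chromosome 9, 110250140 to 110250373) lay in exon 3, from 1677 bp to 1910 bp downstream of the canonical TSS.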

PCR was done for 40 cycles (94 °C, 45 s; 54–60 °C, 45 s; 72 °C, 45 s), as shown before [20]. PCR products were sent for dideoxy-sequencing analysis at the Genomics Analysis Platform at Laval University (http://www.bioinfo.ulaval.ca/seq/en/).

### 4.4. Short Hairpin RNA (shRNA)- ediated LY75 Knockdown in EOC Cells

The shRNA-mediated LY75 knockdown in EOC cells was done, as previously described [7]. Briefly, two LY75 shRNAs cloned into the pLKO.1-puro vector (targeting the LY75 mRNA sequences 5′-GCCCUAAUACUCAACCUCCAA-3′ and 5′-UCCCGTCUUACAUAUUCAUCAA-3′) were retrieved from the Sigma Mission TRC human 1.5 shRNA library (clone numbers TRCN0000057363 and TRCN0000057364). Viral supernatants were generated by transfecting 293T cells with the shRNA constructs and the packaging vectors psPAX2 and pMD2.G (Addgene, Cambridge, MA, USA). The high-titer lentiviral supernatants in the presence of 8 µg/mL polybrene were used to infect SKOV3 and OVCAR8 cells. Two days later, infected cells were treated with puromycin (2 µg/mL) for the selection of stably-transduced clones. The pLKO.1-puro vector encoding a scramble sequence not matching any mammalian sequence was used for the generation of mock-transduced (control) clones. Stable clones with inhibited LY75 expression were evaluated and validated by quantitative RT-PCR and Western blot.

### 4.5. Western Blot Analysis

Western blot analyses were performed as previously described [7]. List of antibodies used: anti-LY75 (Abcam, Branford, CT, USA and Santa Cruz Biotechnology Dallas, TX, USA), anti-Snail1, anti-FN1, anti-E-cad, anti-EpCAM, anti-AXIN1, anti-WNT3, anti-EVX2, anti-IFFO1, anti-CLDN5, anti-HOOK1, anti-JMJD8, anti-RAMP2, anti-KLF-4, anti-β-actin antibodies (Santa Cruz Biotechnology, Dallas, TX, USA) and anti-Twist1, anti-E-cadherin, anti-N-cadherin, anti-APC2, and anti-Cend1 antibodies (Abcam Branford, CT, USA).

### 4.6. Quantitative PCR (qPCR)

Quantitative PCR was performed as previously described [7]. Briefly, total RNA was extracted by the RNeasy Plus Mini Kit (Qiagen, Montreal, PQ, Canada) and RNA was reverse transcribed into cDNA using Superscript III transcriptase, according to the manufacturer’s protocol (Invitrogen; Thermo Fisher Scientific, Waltham, MA, USA). RT-qPCR was performed using the SYBR Green PCR Master Mix (Applied Biosystems; Thermo Fisher Scientific Waltham, MA, USA) on ROTOR GENE real-time PCR machine (Corbett research, Corbett Robotics, Brisbane, Australia). Relative quantification of RNA expression was calculated using the 2^−ΔΔCq^ method [93]. The 18S ribosomal gene was used as an internal standard. Each sample was tested in triplicate. Primers were designed as previously shown [7]; all primers for qPCR are listed in Table A2.

### 4.7. Immunoprecipitation and Consecutive Mass Spectrometry (MS) Analysis

For immunoprecipitation, SKOV3-M and SKOV3-E cells were lysed in 1 mL cell RIPA lysis buffer. Following lysis, 500 μg of proteins were incubated with 2 μg of the LY75 antibody (Santa Cruz Biotechnology, Dallas, TX, USA) for 4 h at room temperature and overnight at 4 °C upon gentle rotation, before being incubated with 40 μL Dynabeads Protein G (Invitrogen, Waltham, MA, USA) at 4 °C for 2 h under rotation. Beads were digested with trypsin and the resulting peptides were analyzed by LC-MS/MS. The same immunoprecipitation experiment was repeated once again; however, this time the beads were consecutively resuspended in 40 µL SDS sample buffer and boiled for 10 min; the supernatant was analyzed by electrophoresis and stained by Coomassie blue. Gel bands of interest of the SKOV3-M peptide fraction were digested with trypsin, and the resulting peptides were analyzed by LC-MS/MS. Protein digestion and MS analyses were performed at the Proteomics Platform of the CHU de Québec Research Center (Quebec, PQ, Canada), using the Ekspert NanoLC425 HPLC system (Eksigent technologies Dublin, CA, USA) coupled to a 5600+ mass spectrometer (Sciex, Framingham, MA, USA) equipped with a nanoelectrospray ion source, as previously described [94]. MGF peak list files were consecutively created using Protein Pilot version 4.5 software (Sciex, Framingham, MA, USA). MGF sample files were then analyzed using Mascot (Matrix Science, London, UK; version 2.5.1). Mascot was set up to search the contaminants_thegpm_20170713.fasta; CP_HomoSapiens_9606_CI_20170329_2 database (unknown version, 92,988 entries) assuming the digestion enzyme trypsin. Mascot was searched with a fragment ion mass tolerance of 0.100 Da and a parent ion tolerance of 0.100 Da. Carbamidomethyl of cysteine was specified in Mascot as a fixed modification. Deamidated of asparagine and glutamine and oxidation of methionine were specified in Mascot as variable modifications. Scaffold software (version Scaffold_4.8.4, Proteome Software Inc., Portland, OR, USA) was used to validate MS/MS-based peptide and protein identifications. An FDR less than 1.0% for peptide and protein was used. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony.

### 4.8. Immunofluorescence

Cells were plated on poly-d-lysine coated slides (Sigma Aldrich Oakville, ON, Canada), then fixed in 4% paraformaldehyde and permeabilized with 1 x PBS–0.2% Triton X-100. After blocking, cells were incubated with different primary antibodies, including anti-β-catenin (Santa-Cruz Biotechnology Dallas, TX, USA), anti-LY75 (Santa-Cruz Biotechnology Dallas, TX, USA and Abcam, Branford, CT, USA), anti-APC2 (Abcam, Branford, CT, USA), anti-Axin1 (Santa-Cruz Biotechnology Dallas, TX, USA), and anti-DSP (Santa-Cruz Biotechnology Dallas, TX, USA), and subsequently incubated with secondary antibodies, including rhodamine-linked goat-anti-mouse IgG1 (Santa Cruz Biotechnology Dallas, TX, USA) or Alexa Fluor 488-labeled goat anti-rabbit antibody (Abcam, Branford, CT, USA). Cells were finally stained with 4′,6-diamidino-2-phenylindole (DAPI). Images were captured using a Zeiss LSM 700 confocal microscope (Carl Zeiss Meditec AG Jena, Germany).

## Figures and Tables

**Figure 1:**
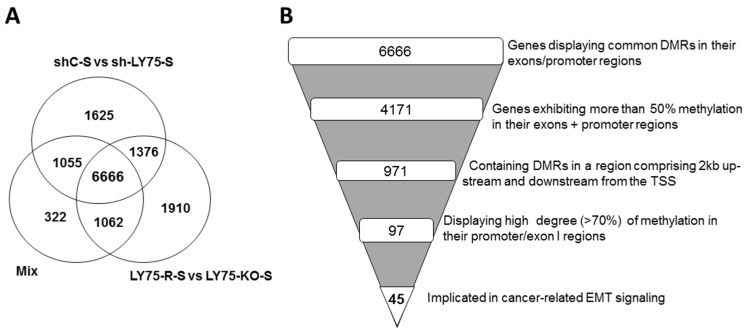
RRBS analysis of genes displaying common differentially methylated regions (DMRs) in their exons and promoter regions. (**A**) Venn diagram analysis of the three different comparison (M vs. E) experimental combinations used for RRBS analysis (see Table 1B for details); (**B**) A funnel plot indicating the selection criteria for the genes retained for further analyses, exhibiting a high degree of methylation in their promoter regions and implicated in cancer-related EMT signaling.

**Figure 2:**
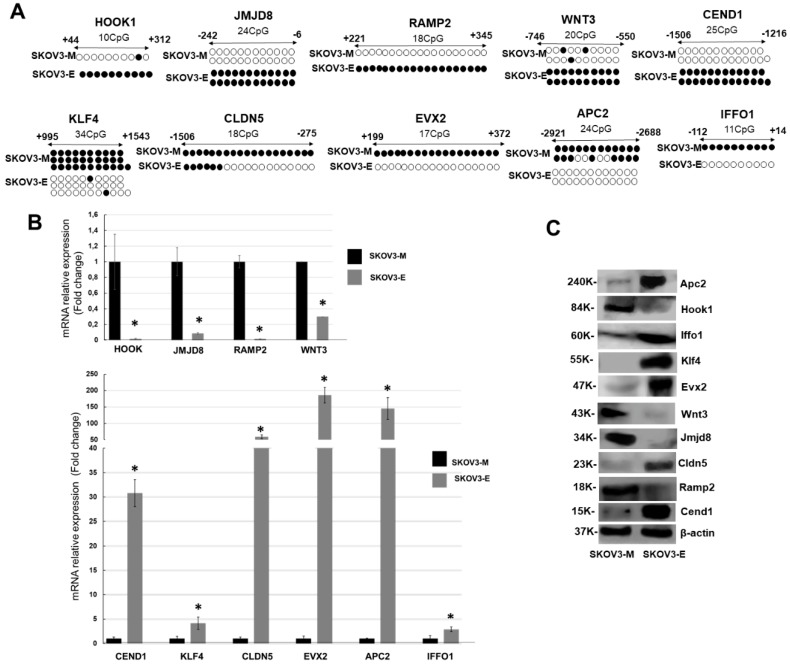
Validation of methylation status and the corresponding expression levels of the ten RRBS-retained genes in the SKOV3-LY75-related EMT model. (**A**) Bisulfite-sequencing PCR (BSP) analysis of the methylation status of selected genes in the SKOV3-M (sh-control) and the SKOV3-E (sh3-8 clone). Filled circles represent methylated CpGs and open circles represent unmethylated CpGs. The indicated positions on the CpG plots represent the number of nucleotides stretching upstream (+) and downstream (−) of the transcription initiation (ATG) codon for each gene analyzed. (**B**) Quantitative PCR analysis of the mRNA expression profiles of the ten selected genes in SKOV3-M and SKOV3-E cells. In all analyses, mRNA levels were displayed as relative to their expression levels in SKOV3-M cells and normalized to the ribosomal 18S (control) gene expression. Error bars represent SD; * *p* < 0.05. (**C**) Western blot analysis of the protein expression levels of the 10 selected genes in SKOV3-M and SKOV3-E cells. β-Actin was used as a loading control.

**Figure 3:**
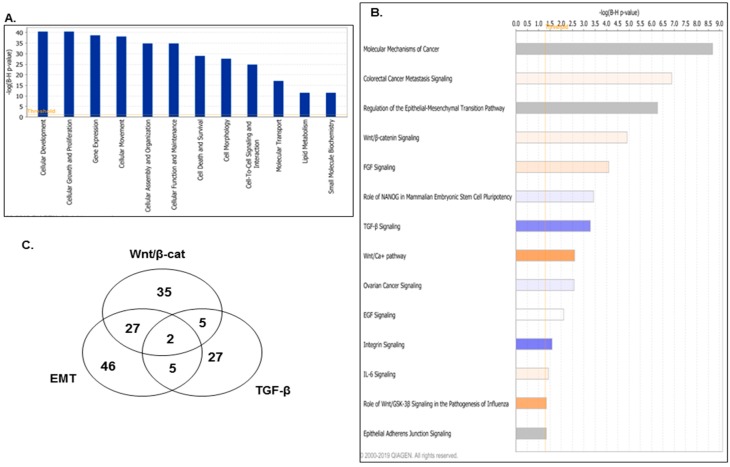
Ingenuity pathways analysis (IPA) of the 6666 common hyper- and hypomethylated genes in SKOV3-E cells. (**A**) Functional analysis for a dataset of the common hyper- and hypomethylated genes. Top functions that meet a Bonferroni–Holm multiple testing correction *p*-value of 0.05 are displayed. (**B**) List of selected canonical pathways that were significantly altered in SKOV3-E cells. Top functions that meet a Bonferroni–Holm multiple testing correction *p*-value of 0.05 are displayed. (**C**) Venn diagram analysis displaying common genes between the EMT, Wnt/β-catenin, and TGF-β signaling pathways, as derived from the IPA canonical pathways analysis.

**Figure 4:**
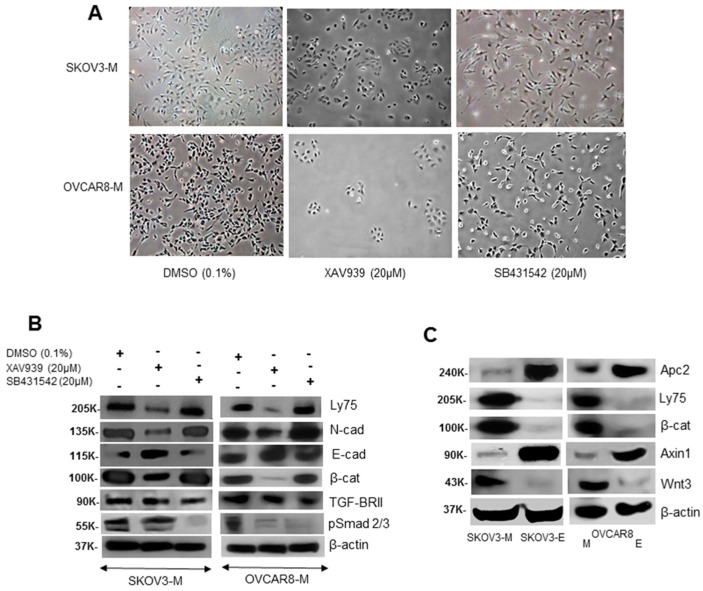
(**A**) Representative images of SKOV3-M and OVCAR8-M (parental) cells upon XAV939, SB431542, or DMSO (control) treatment. (**B**) Western blot analysis of Ly75, β-catenin, TGF-B-RII, p-Smad2/3, E-cadherin, and N-cadherin expression levels in SKOV3-M and OVCAR8-M cells upon treatment with the Wnt/β catenin inhibitor XAV939, the TGF-β inhibitor SB431542, and DMSO (control treatment). (**C**) Western blot analysis of the expression levels of different members (β-catenin, Axin1, Apc2, and Wnt3) of the Wnt/β catenin pathway in SKOV3-M, SKOV3-E, OVCAR8-M, and OVCAR8-E cells. β-Actin was used as a loading control.

**Figure 5:**
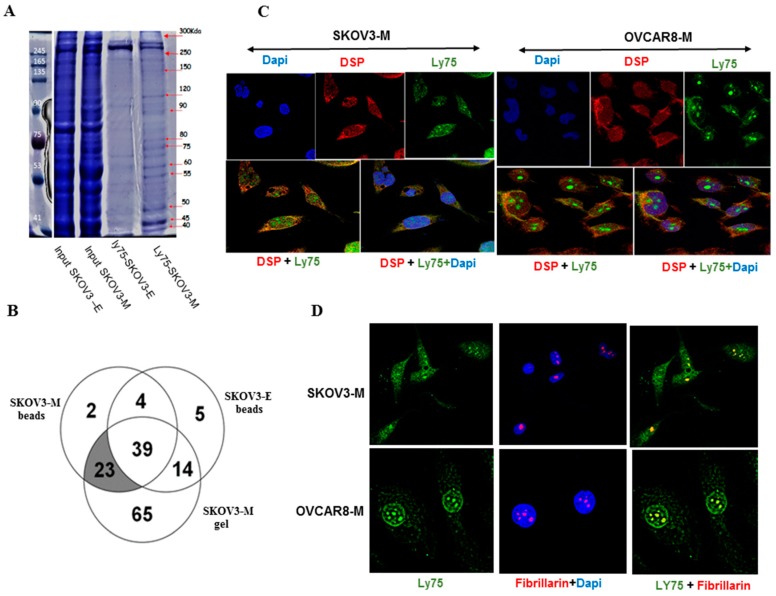
Identification of LY75 interaction partners. (**A**) Gel electrophoresis (Coomassie blue-stained) of anti-LY75 immunoprecipitated protein fractions in SKOV3-E and SKOV-M cells. Bands of interest are indicated by arrows. (**B**) Venn diagram analysis of LY75-interaction proteins identified by LC-MS-MS in SKOV3-M cells, either eluted directly from beads (SKOV3-M beads), or gel-extracted (SKOV3-M gel), compared to nonspecific LY75 interaction proteins extracted from the SKOV3-E (LY75 KD) cells. (**C**) Immunofluorescence analysis of LY75 and DSP cellular co-localization in SKOV3-M and OVCAR8-M cells. The green label is also indicative for a specific nuclear localization of LY75 in both epithelial ovarian cancer (EOC) cell lines. (**D**) Immunofluorescence analysis of LY75 and fibrillarin nucleolar co-localization in SKOV3-M and OVCAR8-M cells.

**Table 1:** Reduced representation bisulfite sequencing (RRBS) analysis of altered DNA methylation patterns upon Ly75-mediated epithelial–mesenchymal transition (EMT) variations in SKOV3 cells.

**A. Description of the SKOV3 Clones Used (as Described in [14])**	**Phenotype**
shC-S: control shRNA expressed in SKOV3 cells	Mesenchymal (M)
sh-LY75-S: shRNA-mediated LY75-KD in SKOV3 cells	Epithelial (E)
LY75-KO-S: CRISPR/Cas9-mediated Ly75 KO in SKOV3 cells	Epithelial (E)
LY75-shR-S: sh-resistant-Ly75 cDNA expressed in sh-LY75-S cells	Mesenchymal (M)
**B. Experimental Comparison Combinations Used for RRBS Analysis**	**Number of Differently Methylated Regions (Hypo + Hyper) Identified in Exons and Promoter Regions of Different Genes**
shC-S vs. sh-LY75-S (M vs. E)	10,722
LY75-R-S vs. LY75-KO-S (M vs. E)	11,014
(mix: shC-S + LY75-R-S) vs. (mix: sh-LY75-S + LY5-KO-S) (M vs. E)	9105

**Table 2:** Ly75 partners identified by the immunoprecipitation experiments.

Ly75 Partners Identified by Scaffold	M Weight
AHNAK: Neuroblast differentiation-associated protein	629 kDa
PLEC: Isoform 4 of Plectin	516 kDa
DSP: Desmoplakin	332 kDa
SPTAN1: Spectrin alpha chain, nonerythrocytic	285 kDa
SPTBN1: Spectrin beta chain	275 kDa
CAD protein	243 kDa
RRBP1: Ribosome-binding protein 1	152 kDa
ACTN4: Alpha-actinin-4	105 kDa
MVP: Major vault protein	99 kDa
DNM2: Isoform 2 of Dynamin-2	98 kDa
HSD17B4: Peroxisomal multifunctional enzyme type 2	80 kDa
HNRNPM: Heterogeneous nuclear ribonucleoprotein M	78 kDa
LMNA: Prelamin-A/C	74 kDa
PABPC1: Polyadenylate-binding protein 1	71 kDa
SEPT9: Septin-9	65 kDa
KRT8: Keratin, type II cytoskeletal 8	54 kDa
SPATS2L: Isoform 2 of SPATS2-like protein	54 kDa
KRT7: Keratin, type II cytoskeletal 7	51 kDa
KRT18: Keratin, type I cytoskeletal 18	48 kDa
KHDRBS1: KH domain-containing, RNA-binding, signal transduction-associated protein 1	48 kDa
KRT19: Keratin, type I cytoskeletal 19	44 kDa
RPL6: 60S ribosomal protein L6	33 kDa

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/5/1848/s1.

## Abbreviations

EOC	Epithelia ovarian cancer
EMT	Epithelial–mesenchymal transition
MET	Mesenchymal–epithelial transition
ncRNA	Noncoding RNA
RRBS	Reduced Representation Bisulfite Sequencing
IPA	Ingenuity Pathway Analysis
DMRs	differentially methylated regions
IGV	Integrative Genomic Viewer
BSP	Bisulfite-sequencing PCR
shRNA	Short hairpin RNA
q-PCR	Quantitative PCR
LC-MS/MS	liquid chromatography–mass spectrometry

## Appendix A

**Table A1:** List of genes displaying EMT-related DNA methylation alterations upon IPA analysis of the EMT, Wnt/β-cat and TGF-β canonical pathways, including common genes between EMT/Wnt/β-cat or EMT/TGF-β canonical pathways.

EMT Genes		Wnt/β-Cat Genes		TGF-β Genes		Common EMT/Wnt/β-Cat Genes	Common EMT/TGF-β Genes	
WNT3	PDGFD	CDKN2A	EP300	INHA		WNT3	SMAD3	
AXIN1	NOTCH1	WNT3	AKT1	BMP4		AXIN1	HRAS	
PIK3R1	WNT1	AXIN1	JUN	SMAD3		WNT6	MAP2K2	
SMAD3	FGF5	PPP2R5B	CDH3	SKI		WNT7B	SOS1	
HRAS	RELA	TLE1	UBA52	HRAS		WNT4	GRB2	
PARD6G	FZD10	WNT6	DKK3	BMPR1B		WNT5B		
WNT6	FGF8	SOX13	TGFB2	MAPK13		AKT2		
PIK3R4	TWIST1	MYC	SOX14	MAPK11		WNT9A		
FGFR3	KLB	TGFB1	CSNK2B	TLX2		FZD9		
FOXC2	HNF1A	PPM1J	SOX7	TGIF1		TCF3		
MAP2K2	WNT2	WNT7B	LRP5	EP300		CDH1		
TGFB1	mir34	RARA	WNT9B	BCL2		CDH12		
WNT7B	FGF13	WNT4	CSNK1G3	JUN		FZD6		
FGF12	FGF4	MAP4K1	WNT2B	MAP2K2		LEF1		
WNT4	AKT1	WNT5B	DVL1	TGFB1		WNT1		
IRS2	KL	AXIN2	DKKL1	SOS1		FZD10		
WNT5B	SOS1	AKT2	TCF7L1	TGFB2		HNF1A		
FGF19	TGFB2	CSNK1G2	SOX11	MAP4K1		WNT2		
PIK3C2B	FGF23	WNT9A	FZD8	VDR		AKT1		
AKT2	PIK3R2	CREBBP	WNT3A	HNF4A		WNT9B		
TWIST2	FGF3	CSNK1D	WNT10A	RUNX3		WNT2B		
JAG2	EGFR	FZD9	SOX6	GRB2		DVL1		
WNT9A	MAP2K7	TCF3	APC2	FOXH1		TCF7L1		
TYK2	ESRP2	ACVR1B	NR5A2	CREBBP		FZD8		
FGFR2	WNT9B	CDH1	PPP2R5E	SMAD6		WNT3A		
FZD9	GRB2	CDH12	SOX15	SMAD7		WNT10A		
MMP2	EGR1	TLE3	WNT11	MAPK9		WNT11		
NFKB2	WNT2B	FZD6	LRP1	PITX2				
ZEB1	DVL1	LEF1	SOX3	MAPK12				
TCF3	FGF14	SOX8		ACVR1B				
TLR9	TCF7L1	SFRP1		INHBB				
MET	FGF21	WNT1		TRAF6				
CDH1	FZD8	FZD10		NKX2-5				
CDH12	WNT3A	SFRP2		FOS				
IRS1	WNT10A	FRZB		ZNF423				
mir-192	ZEB2	SOX1		IRF7				
FZD6	FGF20	FRAT1		SMURF2				
LEF1	FGF11	MARK2		BMP7				
FGFRL1	RBPJ	HNF1A		PMEPA1				
WNT11	JAK3	WNT2						

**Table A2:** Primers used for quantitative PCR (qPCR).

Gene	q-PCR Primers	Sequence (5′->3′)
HOOK1 (NM_015888)	Forward	AGTGAGTTGACACCCTGTGG
	Reverse	TGGTATATGTACTCAAGCCTCCC
	Product length (pb)	103
JMJD8 (NM_001005920)	Forward	TCATCACCCTCGTGGTTTCG
	Reverse	ATCTGGCCAGGTCCATCTCT
	Product length (pb)	83
RAMP2 (NM_005854)	Forward	GCACGAGCTTCTCAACAACC
	Reverse	CAACCCTGGCTTCCATTCCC
	Product length (pb)	134
KRT7 (NM_005556)	Forward	ATTCCACTGGTGGCAGTAGC
	Reverse	TGGAGAAGCTCAGGGCATTG
	Product length (pb)	83
APC2 (NM_001351273)	Forward	GCTCCGACAGCATTACCTCA
	Reverse	AGACCCGGTACAGAAACGTG
	Product length (pb)	115
CEND1 (NM_016564)	Forward	TACATACGCCCCCAACACAC
	Reverse	TCTTTCTGCCCTGGAGGTTG
	Product length (pb)	92
CLDN5 (NM_001130861)	Forward	GGATTTCGCTTCCCCTCCAA
	Reverse	GTACACATCTTCCGGTGGGG
	Product length (pb)	119
EVX2 (NM_001080458)	Forward	GGGAGAACTATGTGTCGCGG
	Reverse	CGGTTCTGGAACCACACCTT
	Product length (pb)	91
KLF4 (NM_004235.6)	Forward	AGAACAGATGGGGTCTGTGAC
	Reverse	TCCACAACTTCCAGTCACCC
	Product length (pb)	106
WNT3 (NM_030753)	Forward	ATCTACGACGTGCACACCTG
	Reverse	TGCTTCCCATGAGACTTCGC
	Product length (pb)	95
18S (NR_003278)	Forward	AACCCGTTGAACCCCATT
	Reverse	CCATCCAATCGGTAGTAGCG
	Product length (pb)	119

**Table A3:** Primers used for BSP analysis.

Genes	Primers	Outer PCR-Sequence (5′->3′)	Inner PCR-Sequence (5′->3′)
HOOK1 (NM_015888)	Forward	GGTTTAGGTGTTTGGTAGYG 3	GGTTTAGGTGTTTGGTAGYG
	Reverse	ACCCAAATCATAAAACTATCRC	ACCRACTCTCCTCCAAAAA
	Product length (pb)	318	204
JMJD8 (NM_001005920)	Forward	ATGAAGTGGTTGGAAGGTAGTT	GGAGGTTGGAATTTGAGATTT
	Reverse	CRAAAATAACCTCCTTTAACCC	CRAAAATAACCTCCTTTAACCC
	Product length (pb)	367	231
RAMP2 (NM_005854)	Forward	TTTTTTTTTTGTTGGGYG	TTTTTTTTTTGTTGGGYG
	Reverse	CTTATCACTCACACCCAAACC	CCCCTCATCTCTAACCAACTT
	Product length (pb)	318	291
KRT7 (NM_005556)	Forward	TTTGGATTGAAAGTTTGG	TGGTAGTAGAGAAAGGTGGTT
	Reverse	AACCCCCATAAACAAAAC	AACCCCCATAAACAAAAC
	Product length (pb)	396	325
APC2 (NM_001351273)	Forward	TTGGTTGTTGTTATGGTATTAGT	TTGGTTGTTGTTATGGTATTAGT
	Reverse	AACTCAATTTCCCCTCCAA	CCTCCAACTCCCACTCTAA
	Product length (pb)	447	435
CEND1 (NM_016564)	Forward	AGTAGTGTATTGTGGGAAATTTT	AGTAGTGTATTGTGGGAAATTTT
	Reverse	ACTACTACCACCTCCCAAA	CCCAATAACCTTCAAAACC
	Product length (pb)	391	191
CLDN5 (NM_001130861)	Forward	GTAAATTTTGGTTAGGGAAGTG	GTAAATTTTGGTTAGGGAAGTG
	Reverse	CACCTCCTAAATCTACCAACTC	ACCAATCACAAAACCTCTAACAA
	Product length (pb)	436	310
EVX2 (NM_001080458)	Forward	GGGTTATTGTGATATTTTTAAGAA	TGGAGAGAGGGTTGTATAGTT
	Reverse	ATTACCTTTACCATTATTTTCCTT	ATTACCTTTACCATTATTTTCCTT
	Product length (pb)	463	398
KLF4 (NM_004235.6)	Forward	ATTTTTTGGATTTGGATTTTATT	ATTTTTTGGATTTGGATTTTATT
	Reverse	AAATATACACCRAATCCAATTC	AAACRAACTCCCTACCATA
	Product length (pb)	339	266
WNT3 (NM_030753)	Forward	AGGAAATGTAAAGGTAGTAGGAG	AGGAAATGTAAAGGTAGTAGGAG
	Reverse	AAAAACACAAAAATATTTCCAA	ACAAAAATATTTCCAAAAACCC
	Product length (pb)	286	280

# Supplementary material for: LY75 Ablation Mediates Mesenchymal-Epithelial Transition (MET) in Epithelial Ovarian Cancer (EOC) Cells Associated with DNA Methylation Alterations and Suppression of the Wnt/β-Catenin Pathway
**Source:** Int J Mol Sci. 2020 Mar 7;21(5):1848. doi: 10.3390/ijms21051848
**Supplement:** Supplementary file 1

## Supplementary Figures

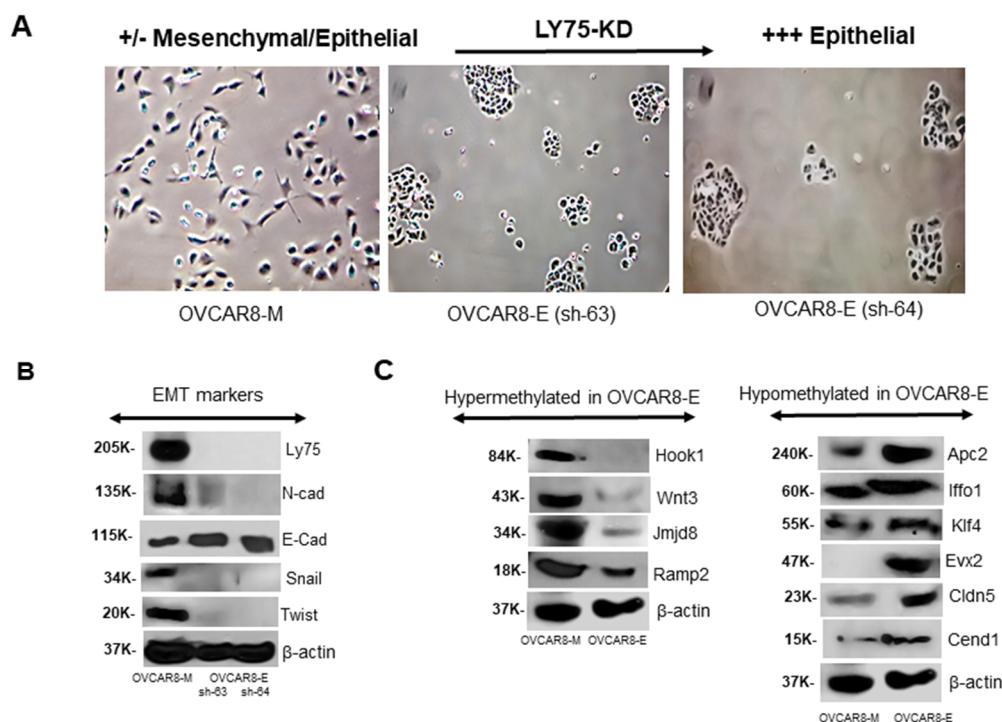

**Figure S1.** (A) Representative phase-contrast images of OVCAR8-M cells (sh-control) and OVCAR8-E cells (LY75-KD clones: sh-63 and sh-64). (B) Western blot analysis of the protein expression levels of different EMT markers in OVCAR8-M and OVCAR8-E cells. (C) Western blot analysis of the protein expression levels of the ten RRBS-selected genes in OVCAR8-M and OVCAR8-E cells.  $\beta$ -Actin was used as a loading control.

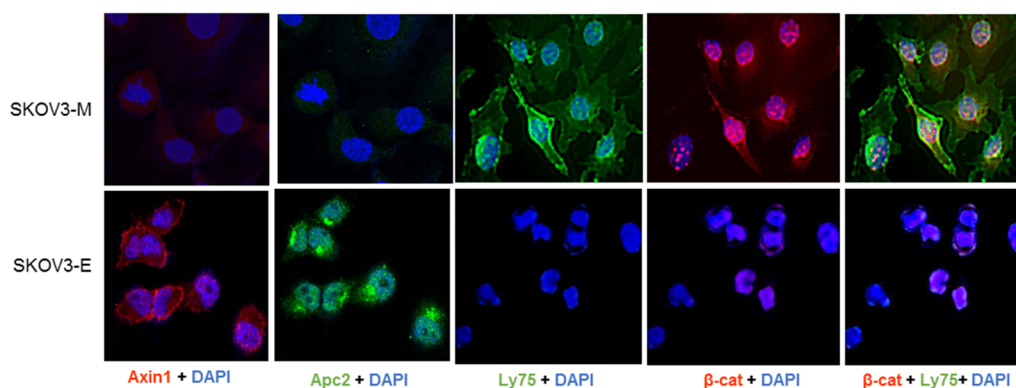

**Figure 2S.** Immunofluorescence analysis of Axin1, Apc2,  $\beta$ -catenin and Ly75 expression and localization in SKOV3-M and SKOV3-E cells.

How the deposited data were processed for this re-analysis (not part of the article)

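DNA methylation was measured by RRBS in 4 libraries of SKOV3 clones, 1 each of shC-S and LY75-R-S (M phenotype) and of sh-LY75-S and LY75-KO-S (E phenotype). The authors trimmed and aligned the reads with Bismark, compared the libraries with methylKit in tiles of 1000 bp on hg19, and deposited 3 tables of the tiles past their thresholds. The authors' deposited tables give for each tile a difference in percent methylation, in percentage points, and a p-value and q-value (the adjusted p-value) of that difference. The smallest coverage that the authors accepted, the versions of their tools, and whether the libraries of the mix were pooled or entered side by side are not stated in the paper's text. As the tables hold neither counts of reads nor methylation per library, no coverage minimum could be varied, no test between conditions was made, and the precision of each difference is unknown. RRBS reads without molecular identifiers can be copies of one molecule, and a p-value from reads then overstates the evidence.

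All columns of the tables were used as comparisons of the authors, and no column holds values of a single sample. Tiles were counted as listed, by sign and by threshold, with 95% Wilson intervals for shares. The order of subtraction was settled as described beside the introduction of the clones. Tiles were assigned to genes with GENCODE release 44 on GRCh37, within 2 kb of a TSS or in an exon of a basic transcript, for symbols with a RefSeq transcript; the choice of this gene set was made after the tables had been seen, while the main tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from the tests and alternatives said to be chosen later. Genes were named by rule: the genes that the paper names as selected, LY75, AXIN1, the EMT markers of the introduction, GRHL2, TGFB1I1 (Hic-5) and RUNX1 from the earlier work cited in the discussion, and, among the tiles changed in the same direction in all comparisons, the 5 per direction with the largest minimum absolute difference.

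The directions of the single comparisons were compared by exchanging signs between 1 Mb blocks that hold equally many shared tiles (10000 permutations). Tested on simulated data over 8345 tiles, this gave a p-value under 0.05 in all 20 sets with a true share of 55% and in all 20 with 60%, in 0 of 20 sets with 50%, and in 0 of 40 sets of unrelated signs that were alike among neighbours. Those signs were alike within the same 1 Mb blocks that the test exchanges, so likeness over longer distances was not covered. No set had a true share as close to 50% as the observed 52.6%, apart from 50% itself. Gene lists of Table A1 were compared by two-sided Fisher's exact test with Benjamini-Hochberg adjustment, and their median absolute differences were placed among 10000 random lists matched on DMRs per gene. CpG numbers per tile and the tiles that MspI fragments of 40 to 220 bp can reach with reads of 50 bp were computed from the reference. Chromosome Y tiles were aligned to the genome with minimap2 2.31. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Supplementary Table S1 was held in part, as single CpGs, and was not used for any overlap. BSP, expression, proteomic and TCGA experiments were not analysed here.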

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

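The explanations weighed for the direction of shared DMRs and for PCR copies were chosen only after the result was seen. The remaining ones were chosen before it, apart from the control tiles on chromosome Y. The permutation test of the direction, with its shares over 50 points and at 70 points or more, was set before the data were examined. Only its use to weigh explanations came later.

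In the authors' deposited tables, 3958 of the 8345 DMRs listed in both single comparisons changed in opposite directions between shC-S vs. sh-LY75-S and LY75-R-S vs. LY75-KO-S, and this difference was not tested between replicates, since there were none. With the signs of one table reversed, 47.4% instead of 52.6% had the same direction, so an opposite order of subtraction alone does not bring the tables together. Differences close to the threshold are argued against as the whole cause. Over 50 points in both tables, the share was 54.1% of 1339 DMRs, where the marginals give 51.7% (permutation p = 0.0328), a somewhat larger excess than over all shared DMRs. With tiles at exactly 50 points included, it was 52.8% of 1609 DMRs, where the marginals give 51.8%. At 70 points or more it was 51.8% of 436 DMRs (95% Wilson interval 47.1 to 56.5%), where the marginals give 51.2%. At 80 points or more it was 50.5%, at 90 points or more 50.4% and at 100 points 49.4% (41.6 to 57.1%). The marginals give 50.9%, 50.2% and 50.2% there. These levels showed no rise with the size of the difference, although the wide intervals leave a small one open. The value at 70 points or more argues against a wholesale carry-over of methylation from sh-LY75-S into LY75-shR-S, which was derived from it, since carry-over would move that share far from the marginals, to either side by the order of subtraction. A candidate explanation is that many differences of LY75-R-S vs. LY75-KO-S are specific to single sites: adjacent listed tiles of its table had the same direction in 54.2% of 1049 pairs (95% Wilson interval 51.2 to 57.2%), where the marginals give 50.4%, against 82.3% of 5360 pairs in shC-S vs. sh-LY75-S. This hypothesis was found and examined on the same data. That the shRNA clones and the knockout differ in biology, or that each clone drifted on its own, stays open and was not tested.

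The low share among adjacent tiles of LY75-R-S vs. LY75-KO-S was weighed further. Its smaller differences, weaker p-values and lower CpG density are not enough as the whole cause, since pairs of shC-S vs. sh-LY75-S weighted to match them had the same direction in 73.3% (95% bootstrap interval 71.7 to 75.2%). Restriction to CpG-poor tiles is argued against by the 54 pairs with at least 40 CpGs in both tiles, 50.0% of which had the same direction (37.1 to 62.9%), against 89.3% in shC-S vs. sh-LY75-S. PCR copies of few molecules may add to it and cannot be told apart from differences between cells, because the tables give no molecules: the tiles of 100 points in LY75-R-S vs. LY75-KO-S had a median −log10 p of 20.3.

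Named genes with a tile in an exon or within 2 kb of a TSS that had opposite directions in the authors' deposited tables were HOOK1 (99.8 points in shC-S vs. sh-LY75-S, -33.3 points in LY75-R-S vs. LY75-KO-S, chromosome 1 from 60281001), APC2 (29.5 and -54.9 points, chromosome 19 from 1472001, in the last exon) and TGFB1I1, the gene of Hic-5 (76.3 and -37.5 points, chromosome 16 from 31483001, at its TSS). Intronic tiles of opposite direction were listed for RAMP1 (49.6 and -33.3 points, chromosome 2 from 238774001) and RUNX1 (-97.4 and 40.6 points, chromosome 21 from 36341001). These differences between the comparisons were not tested. The explanations weighed above for all opposite tiles cover these genes too, and none was tested for a single gene.

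The authors' deposited tables listed DMRs outside exons and promoters, which the paper does not analyse: 36270 in shC-S vs. sh-LY75-S, 21277 in LY75-R-S vs. LY75-KO-S and 14804 in the mix. That shC-S vs. sh-LY75-S has more DMRs throughout was weighed against lower power of the other comparison, which is argued against as the whole cause, since the ratio of the counts was 1.81 for all DMRs and 3.15 at 70 points or more. Whether fewer tiles were covered in that comparison was not tested. No biological explanation was tested.

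The authors' deposited tables also listed 19 tiles on chromosome Y, outside the pseudoautosomal regions, although SKOV3 is an ovarian cancer line. Of these, 17 (89.5%; 95% Wilson interval 68.6 to 97.1%) aligned to another chromosome over at least 500 of 1000 bases at 80% identity or more, against 66 of 200 other chromosome Y tiles within reach of MspI fragments (33.0%). This is consistent with reads from copies elsewhere in the genome. No biological explanation was tested.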

How the results depend on the processing

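No paired analysis was possible because each clone had 1 library and the values come from comparisons made by the authors. The alternatives kept the sign of every share and coefficient. Among the results that answer a comparison, 59 values under an alternative stayed within their limit, 51 moved past it and 2 lost significance. The coverage minimum could not be varied. Apart from fewer tiles under stricter thresholds, fewer genes under narrower promoters and more genes under wider annotations, which follow from the alternatives themselves, the cause was not tested.

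With differences over 50 points, the authors' deposited tables held 24655 DMRs in shC-S vs. sh-LY75-S, 8707 in LY75-R-S vs. LY75-KO-S and 4452 in the mix, in 5726, 1936 and 1213 genes, with 570 DMRs common to all. At 70 points or more they held 14810, 4698 and 1013 DMRs, with 165 common. The hypermethylated share rose to 66.9% over 50 points and 66.9% at 70 points in shC-S vs. sh-LY75-S and to 67.8% and 67.7% in the mix, and was 63.9% in shC-S vs. sh-LY75-S with runs of adjacent tiles counted once. In LY75-R-S vs. LY75-KO-S it stayed within its interval under every alternative run.

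By the permutation test, the same-direction share of the single comparisons was 51.8% at 70 points or more (permutation p = 1) and 52.4% with tiles within 1 kb (permutation p = 0.0553), against a permutation p of 0.0327 as reported and a range from 0.0138 to 1 over the alternatives; both shares stayed above the value expected from the marginals. Among tiles with opposite signs in the single comparisons, the direction coefficients were 0.722 and 0.649.

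With promoters alone, 9470, 3594 and 3962 DMRs were left of those in exons and promoters, in the order of the comparisons, by an alternative chosen after seeing the data. With the same restriction, 3579 genes had DMRs in LY75-R-S vs. LY75-KO-S, and 11 EMT, 8 Wnt/β-catenin, 9 TGF-β, 2 EMT/Wnt and 1 EMT/TGF-β genes of Table A1 had them in all tables, so the order of the Wnt/β-catenin and TGF-β numbers changed. With all annotated genes, chosen after seeing the data, 15195 genes had DMRs in shC-S vs. sh-LY75-S. With the single comparisons only, 8345 DMRs and 3903 genes were common, and the levels over 50 points, within 2 kb and at 70 points held 831, 362 and 120 genes. With the identical tile in all tables, 1045 genes were common, 122 over 50 points and 73 of them within 2 kb.

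With the difference reached in at least 1 table, chosen after seeing the data, the same levels held 2023, 1461 and 932 genes, and with the difference reached in shC-S vs. sh-LY75-S 1771, 1271 and 814. For the lists of Table A1, the same direction in all comparisons left 12 EMT, 9 Wnt/β-catenin, 5 TGF-β, 3 EMT/Wnt and 0 EMT/TGF-β genes, and differences over 50 points left 2, 3, 0, 1 and 0. For the medians of these lists and the direction of Wnt/β-catenin against TGF-β genes, 41 values stayed, those with the genes of both lists left out included, and 10 medians moved. The percentile of a list's median among random lists ranged widely over the alternatives. In shC-S vs. sh-LY75-S it ranged from 5.07 to 68.7 for the Wnt/β-catenin genes and from 20.2 to 87.8 for the TGF-β genes, in LY75-R-S vs. LY75-KO-S from 30.7 to 95.5 and from 29.9 to 89.1, and in the mix from 20.6 to 85.9 and from 10.0 to 32.0. For the EMT genes in the mix it ranged from 10.5 to 75.1. The unknown read depth limits every difference, since no interval can be given for a single tile.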

Differences from the paper's values

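In LY75-R-S vs. LY75-KO-S, 6004 genes had DMRs from the authors' deposited table, against the paper's 11014, and in the mix 5235 against the paper's 9105; none of the alternatives set before the data were examined closed these gaps. With all annotated genes, an alternative chosen after seeing the data, 8970 and 7772 genes were within 1.5 times the paper's values. Every count in this section comes from tiles with an adjusted p-value under 0.01. The paper's methods give 0.05, and a smaller window for sites in exons and promoters. Tiles between these limits are not listed and could not be counted, so the gaps may come in part from unlike thresholds. Table 1B heads these values as numbers of regions in exons and promoters, while the results text speaks of genes. Counted as DMRs, the authors' deposited tables held 14973 in exons and promoters in shC-S vs. sh-LY75-S, against the paper's 10722, and 6182 in the mix, against the paper's 9105, both within 1.5 times. In LY75-R-S vs. LY75-KO-S they held 7005, against the paper's 11014; no alternative to this count was set before the data were examined, and promoters alone, chosen after seeing the values, gave 3594 and did not close the gap.

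The paper cites Supplementary Table S1A–C for its gene lists. Of its parts A and B, 1998 of 131070 and 723 of 113254 entries were at hand, all of them single CpGs, whereas the authors' deposited tables hold tiles of 1000 bp, so the paper's gene counts and those given here were not shown to be in one unit. This holds for every count of genes compared here.

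Genes common to the comparisons numbered 2377, against the paper's 6666, and no alternative run closed this gap, those added later included. At a difference over 50 points, 271 genes were left, against the paper's 4171, and no alternative run reached it. Within 2 kb of the TSS, 122 genes were left, against the paper's 971; none of the alternatives set before the data were examined closed the gap, and with the difference reached in shC-S vs. sh-LY75-S alone, chosen after seeing the data, 1271 genes were left. At 70 points or more, 24 genes were left, against the paper's 97, and the single comparisons alone, an alternative set before the data were examined, left 120. The paper words these levels as a degree of methylation, over 50% and, for CpG islands viewed in IGV, 70% or more. It does not state a difference required in each comparison. CpG islands were not used here, so these counts are of an unlike measure and the nearness of 120 to 97 is not a match.

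Of the Wnt/β-catenin genes of Table A1, 16 had DMRs in all of the authors' deposited tables, against the paper's 69, and of the TGF-β genes 12 against the paper's 39. Of the genes common to EMT and Wnt/β-catenin, 5 had them, against the paper's 27, and of those common to EMT and TGF-β 2, against the paper's 5. None of the alternatives set before the data were examined closed these gaps.

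The paper's text states HOOK1 as hypermethylated in SKOV3-E cells, and the authors' deposited table of LY75-R-S vs. LY75-KO-S had -33.3 points in its one tile near the TSS. The paper's text states APC2 as hypomethylated, and its largest DMR in the authors' deposited table of shC-S vs. sh-LY75-S was 90.5 points, in an exon, while the tile at its TSS had -67.0 points. In that of the mix its largest DMR was 47.5 points, also in an exon. With promoters alone, set before the data were examined, its largest DMR had the stated direction. The results text names RAMP1 among the selected genes where Figure 2 shows RAMP2, and RAMP2 had 90.5 points at its TSS. Figure 2A draws CEND1 as methylated in SKOV3-E and unmethylated in SKOV3-M cells, opposite to the text, and the authors' deposited tables had -78.4, -50.5 and -74.6 points near its TSS.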

Other observations

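The test of the list lengths was chosen before its result was seen, and the comparison of Table A1 with matched random lists after the data had been seen.

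The promoter of LY75 itself was, by the authors' deposited tables, hypermethylated in SKOV3-E cells, with 87.7 points at its TSS on chromosome 2 (tile from 160761001 to 160762000) in shC-S vs. sh-LY75-S and 42.9 points in the mix, and with no DMR there in LY75-R-S vs. LY75-KO-S. LY75 also had -28.5 points in an exonic tile of shC-S vs. sh-LY75-S and -100 points in an intronic tile of LY75-R-S vs. LY75-KO-S in the authors' deposited tables. AXIN1 in the authors' deposited table of shC-S vs. sh-LY75-S had -78.3 points within 2 kb of a TSS (chromosome 16, tile from 401001 to 402000). Among the EMT markers in the same table, CDH1 (E-cadherin) had 73.6 points at its TSS, CDH2 (N-cadherin) 70.1 points in a tile 1094 bp downstream of its TSS, SNAI1 -43.8 points at its TSS and EPCAM -31.7 points in a tile 551 bp downstream of it. TWIST1 had the same tile in all of the authors' deposited tables, with 33.6 points in shC-S vs. sh-LY75-S, 60.2 points in LY75-R-S vs. LY75-KO-S and 44.3 points in the mix, at its TSS. A TWIST1 tile 4259 bp from the TSS (chromosome 7 from 19152001) had the opposite sign in all of the authors' deposited tables, with -30.1, -39.9 and -36.7 points. Intronic tiles with the sign opposite to that near the TSS were also listed for CDH1, CDH2, EPCAM and AXIN1 in at least 1 of the authors' deposited tables. CDH1 also had an intronic tile, from 68859001, with the sign of its TSS in all of them. It had 62.7 points in shC-S vs. sh-LY75-S, 40.4 points in LY75-R-S vs. LY75-KO-S and 41.5 points in the mix. FN1 had exonic DMRs of both signs, with 58.3 points the largest in LY75-R-S vs. LY75-KO-S, and no DMR of EMP1 lay in an exon or within 2 kb of a TSS in the authors' deposited tables. RUNX1 had an intronic tile with -97.4 points in shC-S vs. sh-LY75-S and 40.6 points in LY75-R-S vs. LY75-KO-S in the authors' deposited tables, and another, on chromosome 21 from 36180001, with the same direction in all of them (79.2, 29.2 and 51.4 points). A RUNX1 tile at a TSS had 30.0 points in the authors' deposited table of the mix. GRHL2 had an exonic tile with -32.6 points in LY75-R-S vs. LY75-KO-S and intronic tiles of both signs in shC-S vs. sh-LY75-S in the authors' deposited tables.

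The 5 tiles named per direction changed in the same direction in all of the authors' deposited tables, with an absolute difference of 100 points in each. Other tiles may tie with them, since 77 DMRs had 100 points in the same direction in both single comparisons. Hypermethylated in SKOV3-E cells were tiles on chromosome 4 from 53714001 to 53715000 (over LINC01618), on chromosome 22 from 38172001 (an exon of TRIOBP), on chromosome 10 from 7907001 (TAF3), on chromosome 16 from 86152001 and on chromosome 6 from 21163001 (CDKAL1). Hypomethylated tiles with -100 points in the authors' deposited tables lay on chromosome 5 from 156396001, on chromosome 3 from 124035001 (KALRN), on chromosome 11 from 70876001 (SHANK2) and from 115984001, and on chromosome 14 from 58574001 (ARMH4). These tiles held 9 to 27 CpGs, and all but the TRIOBP tile lay outside exons and promoters.

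The single comparisons shared 3743 genes through tiles within reach of MspI fragments, and 100 random placements of the tiles of LY75-R-S vs. LY75-KO-S, matched on chromosome and CpG density, gave 2894 to 3107 shared genes with a median of 2991. The placements ran over 384553 tiles without knowledge of which were covered, and with 173667 tested tiles the 8345 shared DMRs would be the number that chance gives. By the criterion set before the result was seen, fewer shared genes under random placement would have argued against the length of the lists alone. That reading was dropped after the result was seen, and overlap from the length of the lists alone cannot be told apart from a common change, since the covered tiles are unknown. No biological explanation was tested.

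Compared with random genes matched on the number of tiles within reach of MspI fragments, 21 EMT genes of Table A1 had DMRs in all of the authors' deposited tables, where 10000 random lists had a median of 12 and a 95% range of 7 to 19. For the Wnt/β-catenin genes the number was 16, against a range of 7 to 18, and for the TGF-β genes 12, against 3 to 11. The study picked these genes from these libraries, so these numbers are not independent evidence.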
